# Transcriptomic analysis links hepatocellular carcinoma (HCC) in HZE ion irradiated mice to a human HCC subtype with favorable outcomes

**DOI:** 10.1038/s41598-021-93467-3

**Published:** 2021-07-07

**Authors:** Liang-Hao Ding, Yongjia Yu, Elijah F. Edmondson, Michael. M. Weil, Laurentiu M. Pop, Maureen McCarthy, Robert L. Ullrich, Michael D. Story

**Keywords:** Cancer, Cancer genomics, Risk factors, Oncogenesis

## Abstract

High-charge, high-energy ion particle (HZE) radiations are extraterrestrial in origin and characterized by high linear energy transfer (high-LET), which causes more severe cell damage than low-LET radiations like γ-rays or photons. High-LET radiation poses potential cancer risks for astronauts on deep space missions, but the studies of its carcinogenic effects have relied heavily on animal models. It remains uncertain whether such data are applicable to human disease. Here, we used genomics approaches to directly compare high-LET radiation-induced, low-LET radiation-induced and spontaneous hepatocellular carcinoma (HCC) in mice with a human HCC cohort from The Cancer Genome Atlas (TCGA). We identified common molecular pathways between mouse and human HCC and discovered a subset of orthologous genes (mR-HCC) that associated high-LET radiation-induced mouse HCC with a subgroup (mrHCC2) of the TCGA cohort. The mrHCC2 TCGA cohort was more enriched with tumor-suppressing immune cells and showed a better prognostic outcome than other patient subgroups.

## Introduction

The uncertainty of cancer risk associated with space radiation is a major concern for human extraterrestrial expeditions^1^. Galactic Cosmic Rays (GCRs) in deep space environments comprise high-charge, high-energy (HZE) ions characterized by high linear energy transfer (high-LET), which contrasts with low-LET terrestrial radiation types, such as photons or γ-rays^2^. Due to the differences in their physical characteristics, high-LET ion radiations induce more complex and persistent DNA damages and are more efficient at cell killing and cell transformation than low-LET radiations. It remains unclear whether these differences at the molecular and cellular levels affect carcinogenic processes and result in distinct molecular and biological features in high-LET radiation-induced tumors.

Significant progress has been made in addressing whether there are qualitative differences between the carcinogenic effects of high- and low-LET radiations. A recent publication using genetically diverse outbred mice demonstrated that the histotype spectrum of HZE ion-induced tumors is similar to the spectra of spontaneous and γ-ray-induced tumors and that the genomic loci that control susceptibility overlap between groups for some tumor types^3^. These results suggest that cancer models and epidemiological data from γ-ray exposures could be used to predict cancer risk from GCRs. The question remains whether the data obtained from mice are applicable to humans, since most research on GCRs’ biological impact has been performed using animal models. A direct comparison of mouse models with human diseases will provide valuable information to improve prediction of carcinogenesis risk and to develop countermeasures against space radiation. Since most genes are orthologous and constitute common signaling pathways between mice and humans, a genomic comparison of cancers between species is a conceivable approach. Indeed, previous data have demonstrated that gene expression signatures associated with clinical and molecular characteristics are conserved in mice and humans^4–6^.

Liver cancer is the second most common cause of death from cancer worldwide. Hepatocellular carcinoma (HCC) is the predominant form of liver cancer^7, 8^. The Cancer Genome Atlas (TCGA) has collected a large number of HCC patients for genomic studies. Substantial molecular classification studies have sought to identify robust subclasses with prognostic implications that could influence the clinical management of HCC. Although some subtyping methods have identified groups with prognostic differences in legacy HCC datasets, none of these classifications has shown significant survival differences in the TCGA HCC cohort^9^.

The radiation risk for causing liver cancer was first reported in atomic bomb survivors^10, 11^. Although it remained controversial that exposure to low-LET radiation was associated with liver carcinogenesis^12^, there was sufficient evidence supporting that high-LET radiation increased liver cancer incidence^13–15^. HCC is one of the major tumor types that high-LET radiation induces in mouse models. Previous analyses using genetically diverse outbred mice have suggested a moderate increase in HCC incidence after high-LET radiation when compared to γ-ray radiation^3^. Other studies using inbred mouse strains susceptible to HCC, i.e*.*, CBA and C3H, have shown a significantly higher incidence of HCC in high-LET-irradiated mice, with a substantial relative biological effectiveness (RBE > 50), than in low-LET-irradiated mice. The dose response curve was consistent with other high-LET-induced solid tumor mouse models^16^. As an extension of the effort to characterize radiation-induced HCC at the molecular level, we have collected tumor and normal liver tissues from mice irradiated with high-LET, γ-ray, or sham radiation, and we have profiled their gene expressions. Comparing molecular features in these HCC samples revealed the underlying mechanisms associated with carcinogenesis induced by high- and low-LET radiation. By using comparative genomics approaches, we have also compared the mouse model of radiation-induced HCC with TCGA human HCC transcriptome profiles to further decipher the molecular mechanisms that are conserved across the two species.

## Results

### Distinct gene expression profiles identified in HCC and non-HCC liver tissues

We performed gene expression profiling to investigate the molecular features of radiation-induced HCC, especially those induced by high-LET radiations in mouse models. 

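Gene expression was measured on Illumina mouse BeadChips, where the fluorescence of each bead-bound probe reads the abundance of a transcript. Arrays were run for 14 HCC and 20 non-HCC livers. The HCC came from 7 mice given high-LET radiation, 3 mice given low-LET radiation and 4 sham-irradiated mice, whose tumors are the spontaneous HCC. The non-HCC livers came from 10 high-LET, 4 low-LET and 6 sham-irradiated mice. Table S1 gives doses of 0.1 to 1 Gy for the high-LET HCC and of 2 to 3 Gy for the low-LET HCC. For the non-HCC livers it gives 1 Gy of Fe ions and 3 to 7 Gy of γ-rays. The ion of the 3 high-LET HCC at 0.2 Gy could not be settled from the labels and Table S1, so no test between ions was run. The authors summarized bead signals to intensities in GenomicStudio, then subtracted background with MBCB and applied quantile normalization. The values given here start from the deposited intensities, whose medians ranged from 93.1 to 127 per array. They were background-corrected with limma's normexp method at an offset of 50, quantile normalized and put on the log2 scale. Per array, 21100 to 27763 of the 45281 probes lay above the background limit of that array. The group medians of this count ranged from 23602 in low-LET non-HCC livers to 25403 in low-LET HCC. A limma model with a mean for each of the 6 groups was fitted to 45219 probes on all 34 arrays. A probe was called at an adjusted p under 0.1 and a fold change above 1.3, the thresholds of the paper's methods. The arrays lay on 8 BeadChips, and each group was spread over 3 to 6 of them. The tests, gene lists and alternatives were fixed before the data were examined, except where a choice is said to be later. Values simulated on the same design, with 200 probes changed, tested how much of a known change limma recovers. For high-LET HCC against sham livers it recovered 85.1% of 1.5-fold, 97.0% of 2-fold and 100% of 4-fold changes. For low-LET HCC the shares were 82.1%, 89.6% and 100%, and for spontaneous HCC 86.6%, 97.0% and 100%. The simulated noise was independent between probes and had the same spread in every group, with the change added on the log2 scale. Real tumors varied more than livers, and the offset of 50 reduces a change in a dim transcript before the fit. These shares may therefore be too high for the tumors.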

The high-LET irradiations were performed using ^56^Fe and ^28^Si ion particles; the low-LET irradiations were performed using γ-rays. All the radiation types consisted of different doses (Supplementary Table S1). We also included age-matched non-HCC liver samples from ^56^Fe and γ-rays-irradiated mice, and normal livers from sham-irradiated mice as control groups. Unsupervised Principal Component Analysis (PCA) suggested distinct gene expression profiles between HCC and non-HCC liver tissues regardless of whether the mice were irradiated or not (Fig. 1a). This is further evidenced by the source of variation analysis (SOV), which showed that tumors contribute to the largest mean F ratios, more than sixfold above background noise. 

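Expression in tumors differed from that in liver along the first principal component, where each of the 14 HCC lay above each of the 20 non-HCC livers. By group mean, spontaneous HCC lay farthest from liver and low-LET HCC next to them, while the single tumor farthest from liver was a high-LET HCC. The high-LET HCC were spread widely, with 3 of the 7 near the non-HCC livers. Irradiated livers without a tumor lay at the level of the sham livers. The first component held 13.1% of the variance, the second 8.09% and the third 5.88%. Mean PC1 was 79.9 ± 57.2 (SD, n = 14) in HCC and −55.9 ± 7.61 (SD, n = 20) in non-HCC livers. The difference of 135.8 had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. The lowest HCC had a PC1 of −12.8 and the highest non-HCC liver one of −36.5. Mean PC1 was 104.5 ± 11.2 (SD, n = 4) in spontaneous HCC, 95.8 ± 44.2 (SD, n = 3) in low-LET HCC and 59.0 ± 73.1 (SD, n = 7) in high-LET HCC. The high-LET HCC at 0.2 Gy on BeadChip 1 and the 2 at 1 Gy of Si ions had PC1 values of −12.8, −8.35 and −11.0, and the other 4 had values of 69.0 to 174.9. In sham, low-LET and high-LET non-HCC livers mean PC1 was −57.9 ± 6.02 (SD, n = 6), −54.0 ± 8.03 (SD, n = 4) and −55.5 ± 8.72 (SD, n = 10). On each of the 6 BeadChips that held both tissues, HCC lay above non-HCC livers by 74.1 to 177 on PC1. Between BeadChips lay 67.3% of the variance of the third component over all samples, and 93.4% among non-HCC livers. For the second component these shares were 30.2% and 69.2%, and for the first 26.5% and 27.3%.

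**Figure D1:**
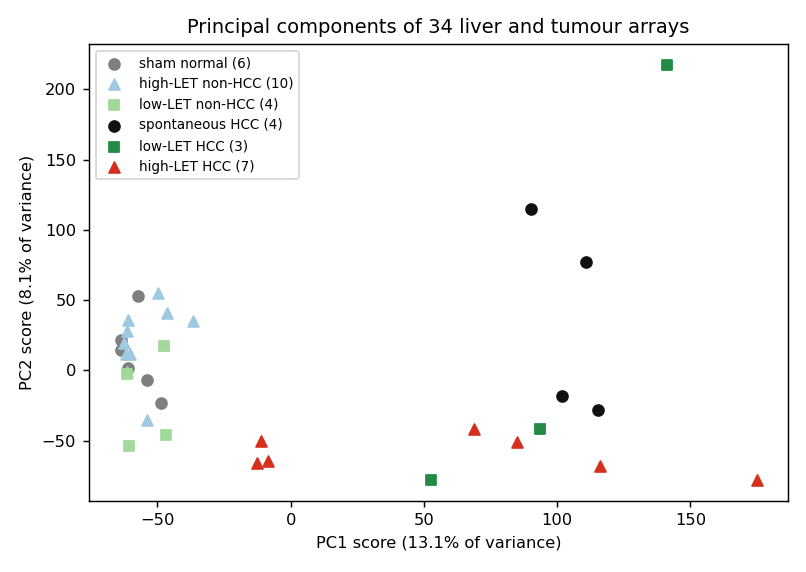
Principal components 1 and 2 of 34 liver samples, in units of component score, colored by group. The 14 HCC lie at −12.8 or above on PC1, and the 20 non-HCC livers at −36.5 or below.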

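Of the 10 named transcripts with the largest HCC term, 6 were lower and 4 higher in tumors than in non-HCC livers. Elovl3, an elongase of long fatty acids, had an F ratio of 363, with a log2 signal of 5.98 ± 0.16 (SD, n = 14) in HCC and 9.87 ± 0.66 (SD, n = 20) in non-HCC livers. The pheromone-binding major urinary proteins Mup21 and Mup20 differed by −5.30 and −4.15 log2 between HCC and non-HCC livers (F ratios of 285 and 221). Cyp4a12b, a fatty acid hydroxylase, differed by −2.41 (F ratio of 314) and Obp2a, an odorant-binding protein, by −3.10 (F ratio of 209), while Adck1, a kinase-like protein, differed by −0.71 (F ratio of 270). The xenobiotic-metabolizing Cyp2b9 was higher in HCC by 5.05, the leukocyte adhesion molecule Vcam1 by 2.04, the desmosomal protein Ppl by 2.03 and the lipid acyltransferase Lpgat1 by 1.42. Averaged over 45219 probes, the F ratio was 6.52 for HCC, 1.27 for radiation and 1.38 for their interaction. When the mean squares were averaged before the ratio was taken, the values were 19.4, 1.57 and 1.90. Without the low-LET HCC at 2 Gy on BeadChip 3 the HCC ratio was 5.86, and without the one at 3 Gy it was 6.06. From the F ratio of HCC, the paper concludes that the tumor term is the largest, and it proposes modest differences between HCC of different radiation types from that of the interaction.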

Although samples did not separate based on radiation type in the PCA analysis, interactions between tumor and radiation in SOV caused a slight increase in F ratios, which indicates that there may be modest differences in HCC induced by different radiation types (Fig. 1b).

**Figure 1:**
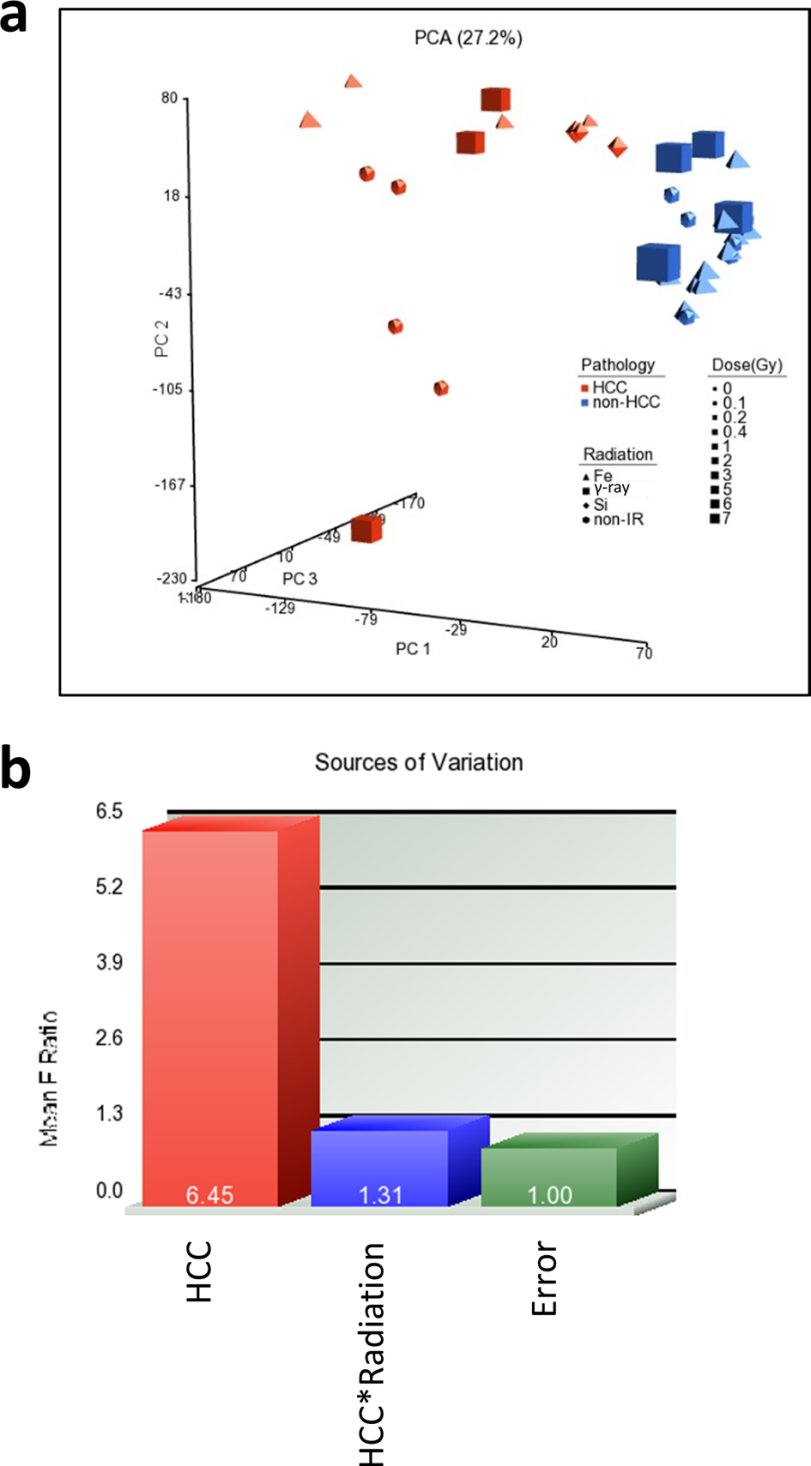
Unsupervised analysis of gene expression profiles in mouse HCC. (**a**) Unsupervised Principle Component Analysis (PCA) indicated distinct gene expression profiles between HCC and non-HCC liver samples. (**b**) Sources of Variation (SOV) analysis showed that HCC contributed to the largest variances. Interactions of HCC and radiation showed a slight increase in F ratios, which indicates modest differences in HCC induced by different radiation types.

### Differentially expressed genes drive changes in signaling pathways in different types of mouse HCC

We performed differential gene expression analysis in high-LET radiation-induced HCC, low-LET radiation-induced HCC and spontaneous HCC by using a two-way ANOVA model to compare against baseline expression in non-irradiated normal livers. The statistical power of this model was greater than 80% at 10% of false discovery rate (FDR). We identified significant numbers of genes that were differentially expressed in each type of HCC (Fig. 2a, Supplementary Table S2). 

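Tumors of all 3 kinds gained transcripts of Lcn2, an iron-binding acute-phase protein, and of the female-typical enzymes Cyp2b9 and Cyp2a4. They lost transcripts of the urinary protein Mup6, of the steroid-metabolizing enzyme Hsd3b5 and of Cyp4a12a. Gpc3, a proteoglycan of fetal liver, was raised in low-LET and spontaneous HCC and in 4 of 7 high-LET HCC, and stood near the sham level in the other 3. Against sham livers, limma called 3056 probes (2143 genes) in high-LET HCC, 1446 higher and 1610 lower. It called 3406 probes (2363 genes) in low-LET HCC, 1586 higher and 1820 lower, and 4251 (2919 genes) in spontaneous HCC, 2112 higher and 2139 lower. Under scaling to a common median in place of quantile normalization, 1405, 1744 and 2237 probes were called, and 74.0%, 71.6% and 56.4% of them were higher. In high-LET HCC, Lcn2 had a log2 fold change of 5.53 (standard error 0.68, adjusted p = 4.56e-06), and all 7 tumors lay above the sham mean. Its log2 fold change was 5.57 in low-LET HCC (standard error 0.86, adjusted p = 8.85e-05) and 5.64 in spontaneous HCC (standard error 0.79, adjusted p = 1.03e-05). Gpc3 had a log2 signal of 9.40 ± 2.61 (SD, n = 7) in high-LET HCC, 12.17 ± 0.61 (SD, n = 3) in low-LET HCC and 12.96 ± 0.33 (SD, n = 4) in spontaneous HCC, against 6.36 ± 0.14 (SD, n = 6) in sham livers. This is a log2 fold change of 3.04 (adjusted p = 0.0039), 5.81 (adjusted p = 4.61e-05) and 6.60 (adjusted p = 9.81e-07). Cyp2b9 changed by 4.49, 6.06 and 5.84 log2 in high-LET, low-LET and spontaneous HCC (adjusted p = 2.99e-06, 1.73e-06 and 1.89e-07), and Cyp2a4 by 3.67, 5.58 and 5.16. Akr1c18, a progesterone-metabolizing enzyme that no sham liver expressed above background, was at least 56.3-fold higher in low-LET HCC and at least 37.3-fold higher in spontaneous HCC. Hsd3b5 changed by −5.14, −5.25 and −7.06 log2 (adjusted p = 6.03e-06, 9.03e-05 and 1.95e-07). Mup6 changed by −4.79, −4.41 and −7.32, and Cyp4a12a by −4.93, −4.17 and −7.53. Of the probes called in high-LET HCC, 90.0%, 85.7% and 98.6% moved the same way on the 3 BeadChips that held both groups. That share was 97.4% for low-LET HCC on 1 BeadChip, and 99.2% and 99.9% for spontaneous HCC on 2. All 3 kinds of HCC shared 1580 probes (1146 genes), 693 higher and 887 lower in each. Called in a single kind were 883 probes in high-LET, 613 in low-LET and 1171 in spontaneous HCC, and high-LET HCC shared a further 153 with low-LET HCC alone and 440 with spontaneous HCC alone.

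**Figure D2:**
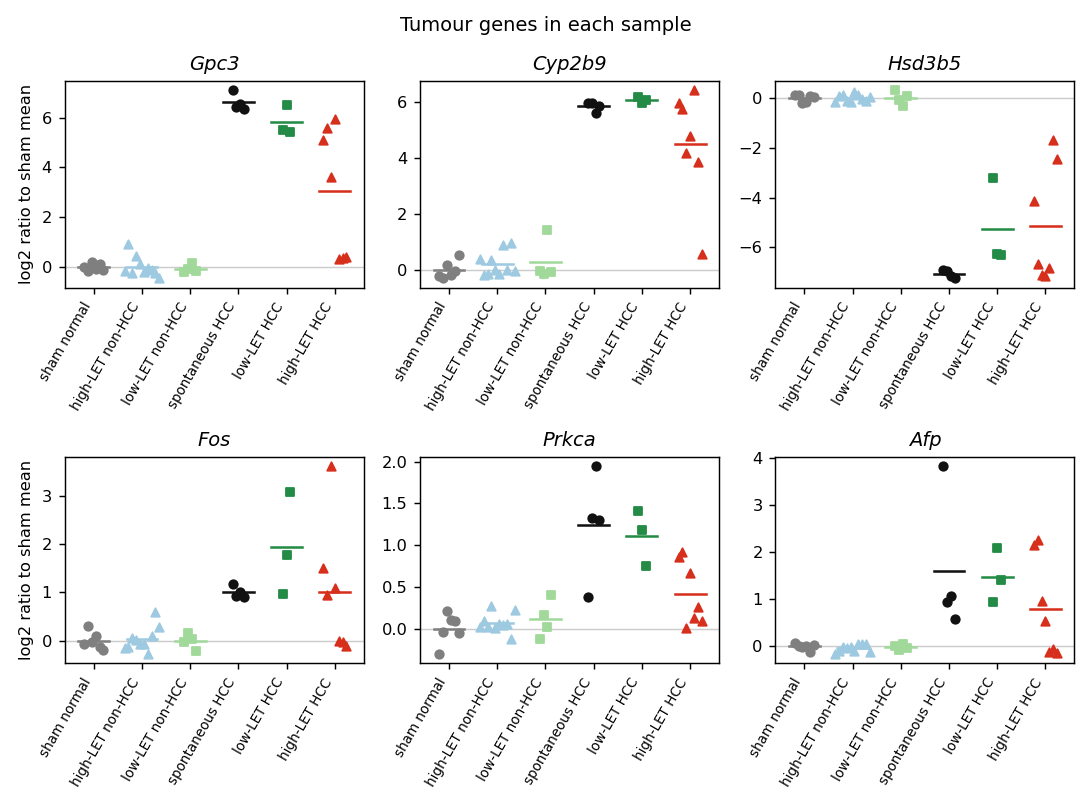
Log2 ratio to the sham mean of Gpc3, Cyp2b9, Hsd3b5, Fos, Prkca and Afp in each liver sample (points) of the 6 groups (x axis), with the group mean (line). Gpc3 averages 3.04 in high-LET HCC and 6.60 in spontaneous HCC.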

Ingenuity Pathway Analysis showed that these genes were associated with signaling pathways, which we grouped into 12 categories based on their biological functions. Averaged z-scores represented levels of activation or suppression for signaling pathways in each functional category (Fig. 2b). Most of the functional categories were either upregulated in all three types of HCC or downregulated in all three types of HCC, though the z-scores representing the magnitudes of up/downregulations differed. 

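Most programs that moved in one kind of HCC moved the same way in the others: as lists at camera's preset correlation, male-typical liver and bile acid genes were lower, and female-typical, oncofetal and ribosomal genes higher, in all 3. Of 45 gene lists tested with camera at its preset correlation of 0.01, 25 shifted in high-LET, 23 in low-LET and 18 in spontaneous HCC against sham livers (adjusted p under 0.05). With an estimated correlation, 4, 4 and 6 lists passed. These were the male-biased and the female-biased genes in each kind, ribosomal proteins in high-LET and spontaneous HCC, oncofetal genes and EGF and ERK-MAPK signaling in low-LET and spontaneous HCC, reactive oxygen production by macrophages in high-LET HCC, and Hippo-YAP genes in spontaneous HCC. All 15 male-biased genes together had median log2 fold changes of −2.71 in high-LET, −3.01 in low-LET and −3.69 in spontaneous HCC (camera, adjusted p = 1.81e-27, 2.64e-21 and 1.36e-26). Of these, 13, 12 and 13 passed the gene-level thresholds (13 in each when adjusted over the list alone). Of 13 female-biased genes, 6, 4 and 6 rose (7, 5 and 7 when adjusted over the list alone) and none fell, and camera gave adjusted p = 2.41e-06, 3.04e-06 and 1.13e-07. The bile acid list of 16 genes had medians of −0.56, −0.87 and −0.79 log2, with 8, 8 and 9 genes lower and 1 higher in each kind (9, 10 and 10 lower when adjusted over the list alone). Cyp8b1, the sterol hydroxylase that sets cholic acid output, changed by −3.35 log2 in high-LET, −4.58 in low-LET and −5.17 in spontaneous HCC, and the bile salt exporter Abcb11 by −1.60, −1.98 and −2.24. The shift of the list had adjusted p = 4.44e-05, 3.06e-06 and 2.2e-06, and 0.164, 0.158 and 0.144 with an estimated correlation. Ribosomal proteins and initiation factors had medians of 0.31, 0.25 and 0.55, with 9, 4 and 12 of 21 genes higher (9, 5 and 13 when adjusted over the list alone). Camera gave the list adjusted p = 7.86e-09, 0.000275 and 6.85e-10, and 0.0457, 0.192 and 0.0191 with an estimated correlation. Rpl3 and Rps19 were among them, at 0.49 and 0.60 in high-LET HCC. Among 13 oncofetal genes, 4 rose in high-LET, 7 in low-LET and 10 in spontaneous HCC (6, 8 and 10 when adjusted over the list alone), and the medians were 0.42, 1.48 and 1.61. The high-LET shift had an adjusted p of 0.000354, and 0.125 with an estimated correlation. Golm1, a Golgi glycoprotein of HCC, changed by 1.92, 3.73 and 3.39 log2, and Spink1, a secreted trypsin inhibitor, by 2.85, 5.46 and 4.73. Among 29 cell cycle genes, 6 rose in low-LET HCC (7 when adjusted over the list alone) and 2 in spontaneous HCC, with Birc5 at 0.82, Mcm2 at 0.73 and Plk1 at 0.56 in low-LET HCC. None passed in high-LET HCC, although camera gave the list a median of 0.07 with adjusted p = 0.00526 (adjusted p = 0.204 with an estimated correlation). Under 4 scalings of the arrays, compared after the data were seen, none of the 81 shifts called over 5 comparisons had medians of both signs.

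**Figure D3:**
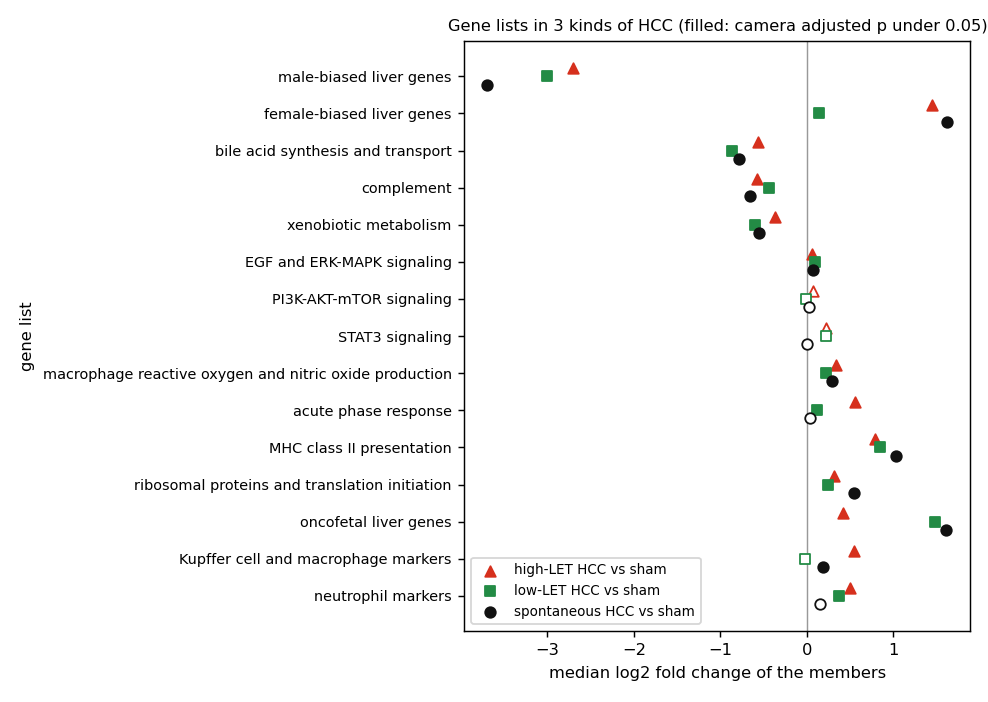
Median log2 fold change against sham livers (x axis) of gene lists (y axis) in high-LET, low-LET and spontaneous HCC. The male-biased genes have the lowest medians, −2.71, −3.01 and −3.69.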

Signaling pathways under each category and their z-scores are summarized in the supplementary data. Pathways under three categories, i.e., Cellular Immune Response, Humoral Immune Response and Cytokine Signaling, comprised a large proportion (38%) of all pathways changed (Supplementary Table S3A). 

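Transcripts of MHC class II presentation were higher and complement transcripts lower as lists in all 3 kinds of HCC, and acute-phase transcripts were higher in high-LET and low-LET HCC and in low-LET livers without a tumor, each at camera's preset correlation. Of 22 acute-phase genes, 8 rose in high-LET HCC (10 up and 1 down when adjusted over the list alone), 5 rose in low-LET HCC (6), and 6 rose and 2 fell in spontaneous HCC. The list's median was 0.56 log2 in high-LET HCC (camera, adjusted p = 5.29e-08, and 0.109 with an estimated correlation) and 0.12 in low-LET HCC (adjusted p = 0.00315, and 0.345 with an estimated correlation). In low-LET livers without a tumor the list's median was larger than in low-LET HCC, at 0.29 (adjusted p = 1.19e-08, and 0.534 with an estimated correlation), and in spontaneous HCC the list did not pass (adjusted p = 0.137). The protease inhibitor Serpina3n rose by 1.02 log2 in high-LET, 1.35 in low-LET and 1.32 in spontaneous HCC, and the metal-binding Mt1 by 2.37, 2.29 and 2.39. Of 14 complement genes, 8 fell in high-LET HCC, and 6 fell and 1 rose in low-LET HCC (9 down, and 7 down with 2 up, when adjusted over the list alone). In spontaneous HCC 9 fell and 2 rose. The medians were −0.57, −0.44 and −0.66 log2, with adjusted p = 0.000219, 0.049 and 7.19e-05 from camera and 0.164, 0.429 and 0.173 with an estimated correlation. C9, which forms the lytic pore, changed by −1.46, −1.33 and −2.24 log2, and C8b by −1.42, −1.58 and −1.87. Of 7 genes of MHC class II presentation, 4, 2 and 5 rose (5, 6 and 6 when adjusted over the list alone), with medians of 0.79, 0.85 and 1.03 (adjusted p = 0.000263, 0.000401 and 2.81e-05, and 0.183, 0.212 and 0.173 with an estimated correlation). The invariant chain Cd74 rose by 1.30, 1.55 and 1.99 log2 and the class II chain H2-Eb1 by 1.41, 1.53 and 1.94. Of 30 interferon-response genes, 6 rose in high-LET HCC (8 when adjusted over the list alone), 3 in low-LET HCC and 5 in spontaneous HCC, where 1 fell. The list shifted in high-LET HCC, with a median of 0.12 and adjusted p = 0.00136 (adjusted p = 0.243 with an estimated correlation). In low-LET HCC its adjusted p was 0.0791 and in spontaneous HCC 0.132. The GTPase Gbp2 rose by 1.01 log2 in high-LET HCC and the chemokine Cxcl10 by 0.63, 1.12 and 1.07 in the 3 kinds.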

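As lists, genes of xenobiotic metabolism were lower in tumors, and genes by which macrophages make reactive oxygen and nitric oxide were higher, each at camera's preset correlation. Of 48 genes of xenobiotic metabolism, 15 fell and 5 rose in high-LET HCC, 18 fell and 4 rose in low-LET HCC, and 21 fell and 5 rose in spontaneous HCC. When adjusted over the list alone, 18, 24 and 24 fell and 5, 6 and 5 rose. The medians were −0.36, −0.60 and −0.55 log2 (camera, adjusted p = 0.000321, 4.23e-06 and 7.19e-05, and 0.204, 0.169 and 0.225 with an estimated correlation). With BeadChip as a block in the fit, the adjusted p in high-LET HCC was 0.0574. The aldehyde oxidase Aox3 had a log2 fold change of −3.05 in high-LET HCC (standard error 0.54, adjusted p = 0.00052), −3.52 in low-LET HCC and −3.86 in spontaneous HCC. Cyp2f2, a monooxygenase, changed by −2.42, −3.56 and −4.97, and the glutathione transferase Gstp1 by −1.02, −1.20 and −1.16. Against this direction, the coumarin hydroxylase Cyp2a5 rose by 1.16, 1.63 and 1.63 and the sulfotransferase Sult1a1 by 0.78, 0.96 and 1.19. The female-typical Cyp2b13, not above background in any sham liver, was at least 5.99-fold higher in high-LET, 22.7-fold in low-LET and 24.3-fold in spontaneous HCC. Of 18 genes by which macrophages make reactive oxygen and nitric oxide, 5 rose in high-LET HCC, 3 in low-LET HCC and 5 in spontaneous HCC (7, 7 and 6 when adjusted over the list alone), and none fell. The medians were 0.34, 0.23 and 0.29 (camera, adjusted p = 5.29e-08, 0.00151 and 0.000803). With an estimated correlation the adjusted p was 0.0457 in high-LET HCC, 0.195 in low-LET HCC and 0.192 in spontaneous HCC, and with BeadChip as a block it was 0.0641 in low-LET HCC. Ifngr1, a chain of the interferon-γ receptor, rose by 1.17 log2 in high-LET HCC (standard error 0.22, adjusted p = 0.00078), 1.58 in low-LET HCC and 1.95 in spontaneous HCC. Ncf4, a cytosolic subunit of the oxidase, rose by 1.11 in high-LET and 0.95 in spontaneous HCC. Of 16 antioxidant genes driven by NRF2, 1 rose and 3 fell in high-LET HCC, 1 rose and 4 fell in low-LET HCC, and 2 rose and 4 fell in spontaneous HCC. Their shift did not pass (camera, adjusted p = 0.0909, 0.11 and 0.287), while with BeadChip as a block it was downward in high-LET and low-LET HCC (adjusted p = 0.00881 and 0.00948).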

Pathways involved in reactive oxygen species production and in xenobiotic metabolisms were among the most activated and most inhibited signaling pathways, respectively, according to z-scores (Supplementary Table S3B). Canonical pathways known to be altered in human HCC were also changed in mouse HCC. These included the Pi3k, Pten, mTor, Egf, Erk/Mapk and Stat3 signaling pathways. 

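Genes of EGF and ERK-MAPK signaling were higher as a list in all 3 kinds of HCC at camera's preset correlation, with more members called in low-LET and spontaneous than in high-LET HCC, and genes of the PI3K and mTOR pathway did not shift as a list. Of 29 genes of EGF and ERK-MAPK signaling, 3 rose in high-LET HCC, 11 in low-LET HCC and 10 in spontaneous HCC, and none fell (5, 11 and 11 up, and 1 down in spontaneous HCC, when adjusted over the list alone). The list's medians were 0.06, 0.09 and 0.07 log2 (camera, adjusted p = 0.00184, 3.04e-06 and 2.63e-05). With an estimated correlation the adjusted p was 0.109 in high-LET, 0.0186 in low-LET and 0.0191 in spontaneous HCC. Dusp6, the phosphatase that ERK induces against itself, had log2 fold changes of 1.16 (standard error 0.28, adjusted p = 0.0073), 1.98 (standard error 0.35, adjusted p = 0.00038) and 2.23 (standard error 0.32, adjusted p = 1.4e-05). The EGF receptor ligand Hbegf rose by 0.65, 1.25 and 0.87. Cyclin D1 (Ccnd1) rose by 2.79 in low-LET and 2.20 in spontaneous HCC, and the transcription factor Egr1 by 3.78 and 3.14. Of 23 PI3K-AKT-mTOR genes, 3 rose and 3 fell in high-LET HCC, none rose and 1 fell in low-LET HCC, and 3 rose and 1 fell in spontaneous HCC. The list did not shift (camera, adjusted p = 0.951, 0.885 and 0.248). Mtor had a log2 fold change of −0.71 in high-LET HCC (standard error 0.11, adjusted p = 0.000171), −0.50 in low-LET HCC (adjusted p = 0.0257) and −0.29 in spontaneous HCC (adjusted p = 0.184). Without the low-LET HCC at 2 Gy on BeadChip 3, the adjusted p of Mtor in low-LET HCC was 0.113. Its partner Rptor changed by −0.64 in high-LET HCC, while the translation inhibitor Eif4ebp1 rose by 0.49 and the ribosomal target Rps6 by 1.02. Of 11 STAT3 genes, 3 rose and 1 fell in high-LET HCC, and 2 rose and 1 fell in each of the others, with no shift of the list (adjusted p = 0.0751, 0.2 and 0.702). The oncostatin M receptor Osmr rose by 0.62, 0.86 and 0.90 log2 and the related receptor Lifr changed by −0.55, −0.63 and −0.80. Stat3 itself was not called in any kind, at 0.22, 0.34 and 0.41 log2 (adjusted p = 0.661, 0.614 and 0.378).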

Z-scores of the activated Pi3k signaling and the suppressed Pten signaling pathways were inversely correlated (Fig. 2c).

**Figure 2:**
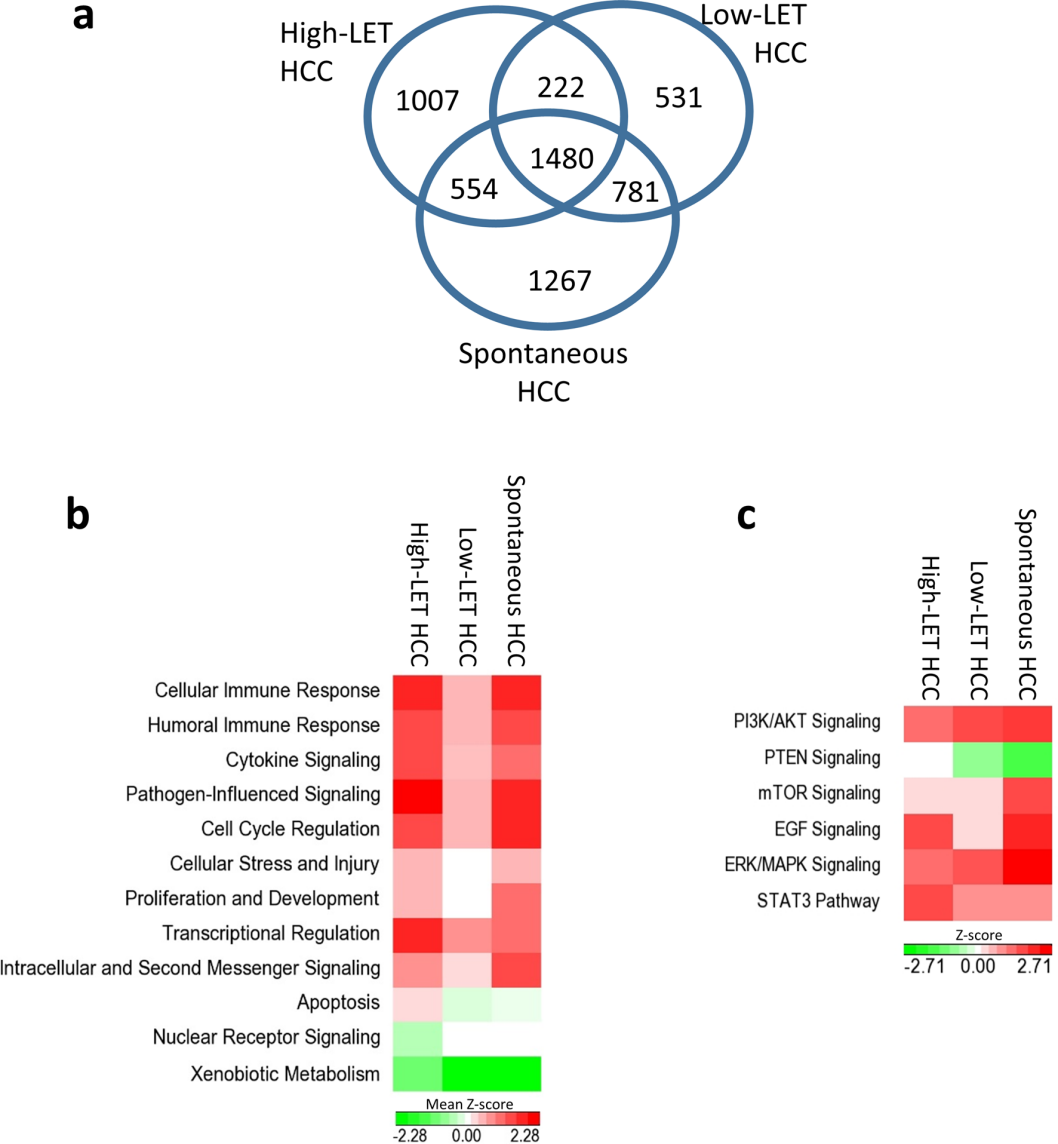
Differential gene expression and signaling pathways analysis. (**a**) Venn diagram shows the number of differentially expressed genes in different types of mouse HCC in comparison with normal mouse liver. (**b**) Canonical signaling pathways that changed in each type of mouse HCC were summarized into functional groups. The heatmap shows averaged z-scores of all pathways within each functional category. A positive z-score indicates activation; a negative z-score indicates suppression. (**c**) Signaling pathways known to be associated with human HCC also changed in mouse HCC models. Z-scores representing activation (positive) or suppression (negative) of the pathways were shown as a heatmap.

### Supervised clustering identified genes (mR-HCC) associated with radiation effects in mouse HCC

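An interaction of radiation type and HCC is present where the step from non-HCC liver to tumor differs between high-LET, low-LET and sham-irradiated mice. Most probes with such an interaction were lower in high-LET than in the other HCC, and most lay near the sham level in high-LET HCC. At an adjusted p under 0.2, limma's F-test called 314 probes (246 genes), of which 234 were lower and 80 higher in high-LET HCC than in the other tumors. Within 0.5 log2 of the sham mean, a window chosen after the values were seen, lay 264 of them in high-LET, 169 in low-LET and 156 in spontaneous HCC. Dlx3, a homeobox transcription factor, had the smallest p of a named gene (adjusted p = 0.00114), with log2 fold changes against sham livers of 0.09 in high-LET, 0.82 in low-LET and 0.76 in spontaneous HCC. Agfg1, a vesicle trafficking protein, changed by −0.21, 0.90 and 0.90 (adjusted p = 0.00428), and Ica1, a membrane trafficking protein, by 0.29, 1.10 and 1.76 (adjusted p = 0.0157). Sidt1, a membrane protein that takes up RNA, changed by 0.45, 2.37 and 2.71 (adjusted p = 0.0335). The ubiquitin ligase Nedd4 changed by −0.13, 0.27 and 0.52 (adjusted p = 0.0404). The macrophage-secreted Wfdc17 went the other way, at 1.36, −0.03 and 0.43 (adjusted p = 0.0335). In values simulated with the same spread in every group and 200 probes changed, the F-test recovered 85.1% of 1.5-fold, 94.0% of 2-fold and 100% of 4-fold interactions. With BeadChip as a fixed block in the fit, 6 probes passed. Shuffles of the radiation labels within HCC and within non-HCC livers gave at least as many probes in 7 of 100 label sets, the real set included. Of the 24 samples left out in turn, which held no high-LET non-HCC liver, 19 changed the count by over 1.5 times. Without the high-LET HCC at 0.1 Gy, at 0.4 Gy, at 0.2 Gy on BeadChip 8 and at 0.2 Gy on BeadChip 4 it was 1430, 702, 832 and 919. Without the high-LET HCC at 0.2 Gy on BeadChip 1 it was 112, and without those at 1 Gy on BeadChips 2 and 4 it was 161 and 133. Without the low-LET HCC at 2 Gy on BeadChip 2, at 2 Gy on BeadChip 3 and at 3 Gy it was 2165, 583 and 532, and without the spontaneous HCC on BeadChip 7 and at position C of BeadChip 6 it was 536 and 140. Without the sham livers at position A of BeadChip 1 and on BeadChips 2, 5, 6 and 8 it was 198, 208, 209, 196 and 133, and without the low-LET non-HCC livers at 5 Gy and 3 Gy it was 167 and 155.

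**Figure D4:**
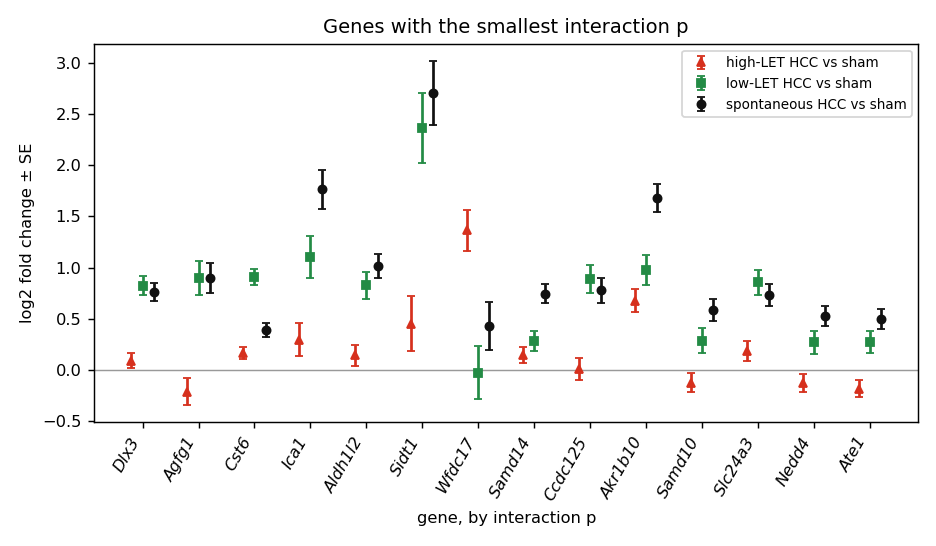
Log2 fold change against sham livers of the interaction probes in high-LET, low-LET and spontaneous HCC. Of 314 probes, 264 lie within 0.5 log2 of the sham mean in high-LET HCC, against 169 in low-LET and 156 in spontaneous HCC.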

We obtained a gene set (mR-HCC) containing 357 Illumina probes (280 known mouse genes) by applying FDR < 0.2 to the interactive term of radiation type and HCC in the two-way ANOVA model. Clustering analysis of mR-HCC genes separated the sample cohort into non-HCC liver, high-LET radiation-induced HCC and low-LET/spontaneous HCC. 

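On the interaction probes, low-LET and spontaneous HCC stood apart from liver under each clustering tried, while the place of the high-LET HCC depended on the linkage. With complete linkage on Euclidean distances and 3 clusters, the 4 spontaneous HCC formed a cluster and the 3 low-LET HCC another. The 7 high-LET HCC fell in the third cluster, with all 20 non-HCC livers. The adjusted Rand index with the classes non-HCC, high-LET HCC and low-LET/spontaneous HCC was 0.483. Ward linkage separated the 3 classes completely (index 1.0). Average linkage on Pearson distances put 4 high-LET HCC in a cluster of their own and 3 with the non-HCC livers (index 0.743). Over the probes of the genes in Table S4B, 5 high-LET HCC fell with the non-HCC livers and 2 with 2 low-LET HCC (index 0.567). Because the probes were picked with the labels, the clustering was repeated on as many probes picked for shuffled radiation labels, and these gave an index at least as high in 65 of 100 label sets, the real set included. With complete linkage the index was 0.550 without the spontaneous HCC on BeadChip 7 and 0.374 without the low-LET HCC at 2 Gy on BeadChip 3.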

Within the non-HCC group, mR-HCC genes separated samples by radiation type. 

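Among livers without a tumor, no single probe was called between irradiated and sham livers. In the low-LET livers camera shifted 4 gene lists at its preset correlation, 0 with an estimated correlation and 7 with BeadChip as a block, and fry 0, and in the high-LET livers these counts were 0, 0, 2 and 0. Clustered on the interaction probes into 3 clusters with complete linkage, the 20 non-HCC livers were mixed by radiation type. The first cluster held 3 high-LET, 2 low-LET and 3 sham livers, the second 6 high-LET and 3 sham livers, and the third 1 high-LET and 2 low-LET livers. Their adjusted Rand index with radiation type was 0.063 (one-sided permutation p = 0.189). Under 2 settings chosen after the data were seen it was 0.033 with Ward linkage (p = 0.305) and 0.241 with average linkage on Pearson distances (p = 0.0123), where 8 of 10 high-LET livers shared a cluster with 3 sham livers; the probes had been picked with the radiation labels, which these permutations do not repeat. Between high-LET non-HCC and sham livers limma called 0 of 45219 probes, with 1505 at an unadjusted p under 0.05 where chance gives 2261. Without the sham liver at position A of BeadChip 1 it called 2. Between low-LET non-HCC and sham livers it called 0, with 1495 at an unadjusted p under 0.05, and a limma fit with array weights called 6. Both 1505 and 1495 lay under the 2261 of chance. Tumors and livers shared a variance per probe in the fit, and tumors varied more. The SD of PC1 was 11.2 to 73.1 in tumor groups and 6.02 to 8.72 in liver groups. The counts of 0 may therefore miss changes among livers, and a fit of livers alone was not run. In values simulated with the same spread in every group, 91.0% of 1.5-fold and 97.0% of 2-fold changes were recovered for the high-LET non-HCC livers. For the low-LET non-HCC livers these shares were 86.6% and 94.0%. Each tumor kind did differ from non-HCC livers of its own radiation, by 3653 probes in high-LET and 2976 in low-LET mice. The low-LET count was 1980 without the HCC at 3 Gy, and with BeadChip as a fixed block it was 1567.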

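Compared directly, high-LET HCC carried less of the fetal proteoglycan Gpc3 than low-LET and spontaneous HCC, and more of the enzymes Ddc, Cyp2f2 and Gnmt. Within the high-LET group Gpc3 varied widely, from near the sham level in 3 tumors to the range of the other HCC in 2. Between the 7 high-LET HCC and the 7 other HCC, limma called 1579 probes (1140 genes), 652 higher and 927 lower in high-LET HCC. Of these, 96.2%, 83.9%, 73.6%, 98.1% and 83.2% moved the same way on BeadChips 1, 2, 3, 4 and 7, which held tumors of both classes. Without the low-LET HCC at 3 Gy 770 were called, and without the one at 2 Gy on BeadChip 2 it was 2485. Without the spontaneous HCC at positions A and C of BeadChip 6 the count was 1034 and 941, and without the high-LET HCC at 0.2 Gy on BeadChip 1 and at 1 Gy on BeadChip 4 it was 949 and 1048. Changes in this comparison, simulated with the same spread in every group, were recovered at 88.1% for 1.5-fold, 97.0% for 2-fold and 100% for 4-fold. Gpc3 had a log2 fold change of −3.22 (standard error 0.64, adjusted p = 0.0056). Its log2 ratio to the sham mean was 5.10 in the high-LET HCC at 0.1 Gy, 5.57 in that at 0.2 Gy on BeadChip 8, 3.63 in that at 0.2 Gy on BeadChip 4 and 5.94 in that at 0.4 Gy. It was 0.32 at 0.2 Gy on BeadChip 1, and 0.34 and 0.39 in the 2 tumors at 1 Gy of Si ions, against 5.43 to 7.09 in the low-LET and spontaneous HCC. Igf2, a fetal growth factor, had a log2 fold change of −2.88 (standard error 0.63, adjusted p = 0.0105), set by the spontaneous HCC, where it was 5.09 above sham livers, against 0.05 in low-LET and 0.06 in high-LET HCC. The kinesin Kif5c was also lower, at −2.37 (adjusted p = 0.00252), as was the sulfotransferase Sult2a2, at −2.31 (adjusted p = 0.0239). Higher in high-LET HCC were Ddc, which makes monoamines (1.78, standard error 0.30, adjusted p = 0.00126), and Cyp2f2 (1.95, standard error 0.36, adjusted p = 0.00326). Gnmt, which disposes of methionine's methyl groups, was higher by 1.95 (adjusted p = 0.00815) and the hepatocyte transcription factor Onecut2 by 1.82 (adjusted p = 0.0185). Of 14 genes of the urea cycle and amino acid catabolism, 3 were higher in high-LET HCC and none lower (5 higher when adjusted over the list alone), with a median of 0.35 (camera, adjusted p = 0.000313, and 0.252 with an estimated correlation). Of the oncofetal genes 6 were lower (10 when adjusted over the list alone), with a median of −1.22 (adjusted p = 3.79e-06, and 0.19 with an estimated correlation). Of 20 genes of lipid synthesis and storage, 3 were lower (4 when adjusted over the list alone), among them the lipase Pnpla3 at −2.18 (list adjusted p = 0.0109, and 0.32 with an estimated correlation). Camera shifted 11 of 45 lists at its preset correlation, 0 with an estimated correlation, and fry 4. Of the interaction probes, 215 were called here and 3 between low-LET and spontaneous HCC.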

Low-LET and spontaneous HCC showed similar expression patterns that differed from high-LET radiation-induced HCC and non-HCC samples (Fig. 3a).

**Figure 3:**
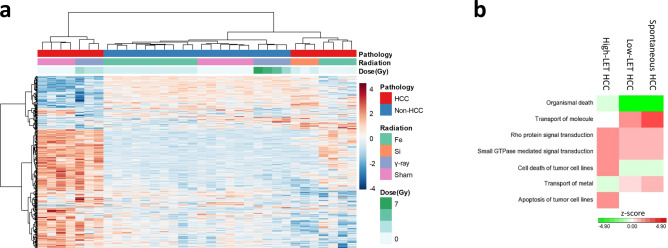
A gene set (mR-HCC) that discriminated mouse HCC induced by different radiation types. (**a**) Supervised clustering analysis using genes identified from ANOVA not only clustered HCC and non-HCC samples, they also separated un-irradiated and different radiation types in each group. (**b**) Gene functional analysis showed significantly enriched functional groups associated with the gene set. The heatmap was plotted with activation z-scores.

Functional analysis suggested that mR-HCC was enriched with genes associated with organismal and cell death/apoptosis, as well as with molecular transport, Rho signaling and small GTPase-mediated signaling transduction (Fig. 3b). 

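Single transcripts of the apoptosis machinery rose and others fell in each kind of HCC, and between high-LET and the other tumors single members differed in both directions. Of 21 apoptosis genes, 7 rose and 2 fell in high-LET HCC, 6 rose and 2 fell in low-LET HCC (8 and 4 when adjusted over the list alone), and 7 rose and 3 fell in spontaneous HCC. The BH3-only killer Bcl2l11 rose by 1.09, 1.33 and 1.70 log2 and the inflammatory caspase Casp1 by 1.10, 1.35 and 2.12. The list's camera adjusted p was 0.0909 in high-LET, 0.0958 in low-LET and 0.028 in spontaneous HCC (0.0577 with an estimated correlation). Between high-LET HCC and the low-LET and spontaneous HCC together, the executioner caspase Casp6 was higher by 0.72 log2 (standard error 0.19, adjusted p = 0.031). Lower were the initiator Casp8, at −0.47 (adjusted p = 0.076), and the caspase inhibitor Birc2, at −0.51 (adjusted p = 0.098). The list as a whole had a median of −0.01 in that comparison (camera, adjusted p = 0.355), with 1 gene higher and 2 lower (2 and 3 when adjusted over the list alone).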

High-LET-induced HCC showed increased signaling (higher z-scores) in tumor cell death/apoptosis, whereas low-LET/spontaneous HCC showed higher z-scores in molecular transport, which suggests diverse activities of gene functions in different types of HCC. Detailed functional analysis results are listed in supplementary data (Supplementary Table S4A).

### The mR-HCC genes identified novel human HCC subtypes associated with radiation-induced HCC in mice

By using mouse and human gene orthologue mapping, we matched 260 genes within mR-HCC genes that overlap with the TCGA human HCC RNA-seq dataset (Supplementary Table S4B). The mR-HCC genes identified three subgroups in the human TCGA cohort by clustering analysis, which we named mrHCC1, mrHCC2 and mrHCC3 (Fig. 4a).

**Figure 4:**
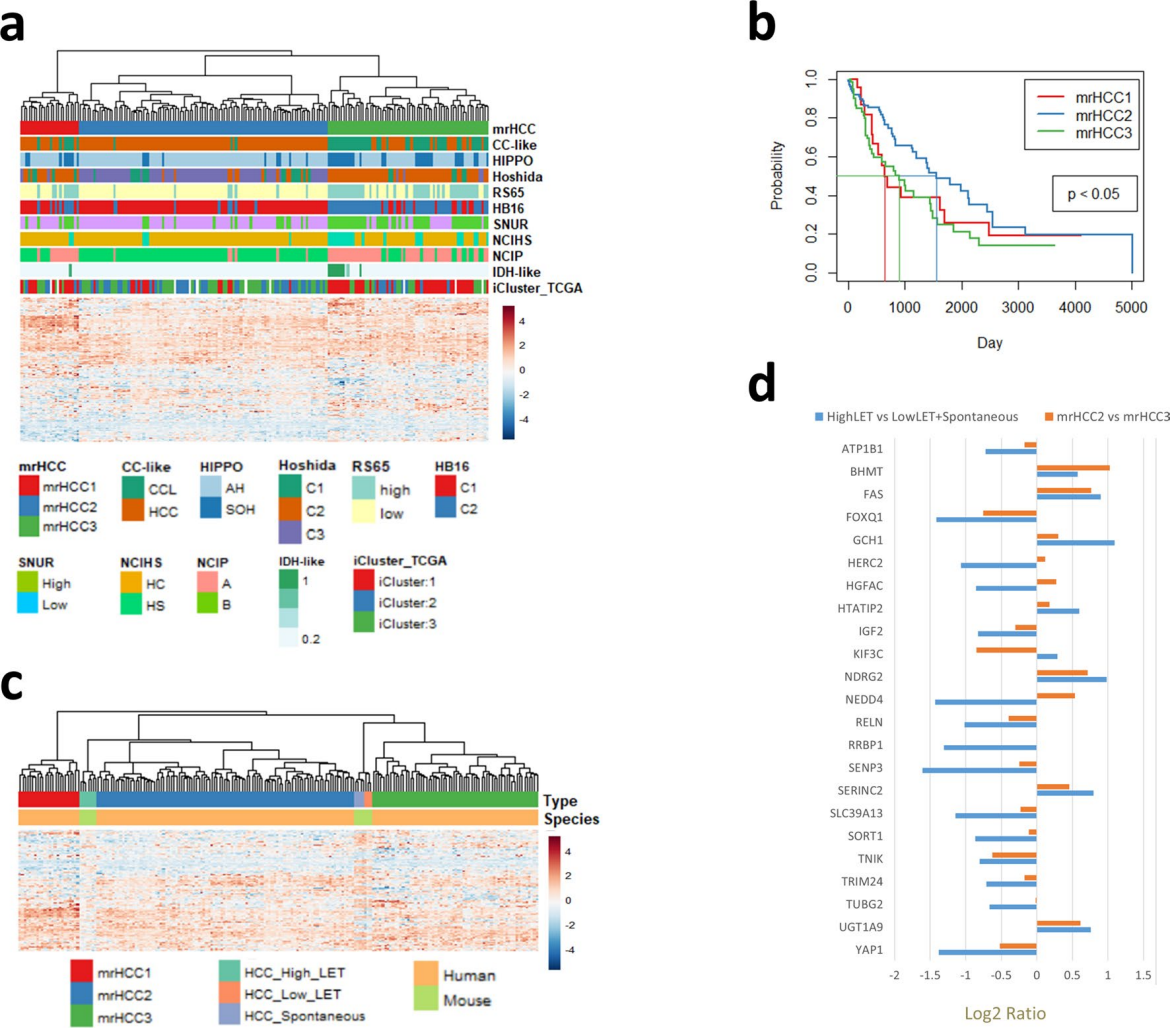
The mR-HCC gene set derived from the mouse HCC model identified subgroups of the human TCGA HCC cohort. (**a**) Clustering analysis of TCGA HCC samples using log2 ratios of mR-HCC genes. The clustering defined 3 clusters: mrHCC1, mrHCC2, and mrHCC3. Rows of annotations under the dendrogram are overlaid with molecular subtypes previously published by TCGA. (**b**) Kaplan–Meier analysis in human HCC based on mrHCC clusters. The survival probability differed significantly (p < 0.05) across the three clusters, with patients in the mrHCC2 subgroup showing better survival. Straight lines indicate median survival time in each mrHCC subgroup. (**c**) Clustering analysis of integrated mouse and human expression data using mR-HCC genes. High-LET radiation-induced mouse HCC samples were clustered in mrHCC2; low-LET radiation-induced and spontaneous mouse HCC were clustered in mrHCC3. Heatmap was plotted using log2 radios of gene expressions between tumor and normal liver. (**d**) Comparison of averaged expression ratios using a subset of mR-HCC genes identified as related to HCC via data mining of the published literature. The mouse expression ratios were high-LET vs. low-LET/spontaneous HCC samples; the human expression ratios were mrHCC2 vs. human mrHCC3 samples.

We overlaid mrHCC clusters with other molecular subtypes and clinical features published by TCGA^9^ and performed Chi-square/Krustal–Wallis tests to identify correlations. Detailed results are summarized in Fig. 4a and in the supplemental data (Supplementary Table S5). Among significantly correlated molecular subtypes, mrHCC1 and mrHCC3 exhibited similarity to the cholangiocarcinoma-like (CCL-like) signature subtype, silencing of the Hippo pathway (Hippo), non-differentiated (Hoshida C2), high risk score (RS65) and high-proliferating (HB16, SNUR and NCIP) phenotypes; whereas mrHCC2 was enriched with HCC-like signature subtype, activation of Hippo pathway, well-differentiated (Hoshida C3), low risk score and low-proliferating phenotypes. Most of the hepatic stem cell subtypes (HS) were clustered in mrHCC3 and mrHCC1, but significantly less in mrHCC2, based on hepatic stem cell signature (NCIHS). Isocitrate dehydrogenase isozyme (IDH)-like subtype was identified by TCGA based on IDH1/2 mutation signature and was correlated with poor prognosis. All IDH-like samples were clustered in mrHCC3 and mrHCC1; none were clustered in mrHCC2. Integrated clusters (iCluster1, iCluster2 and iCluster3) were identified by TCGA using a joint multivariate regression approach to simultaneously cluster data from five platforms (DNA copy number, DNA methylation, mRNA expression, miRNA expression and RPPA). Compared with iCluster2 and iCluster3, iCluster1 showed higher tumor grade, presence of macrovascular invasion, poorly differentiated samples, and overexpression of proliferation marker genes. iCluster1 made up 61.9% of the mrHCC3 and 54.5% of the mrHCC1 samples, but only 13.4% of the mrHCC2 samples. Over 86% of the mrHCC2 samples were from iClusters 2 and 3.

Despite the IDH-like subtype and iCluster1 overlapping with features correlated with poor prognosis, there was no difference in overall survival based on the IDH or iCluster groups in the TCGA cohort^9^. Kaplan–Meier analysis across the three mrHCC clusters indicated that the mrHCC2 cluster showed a better survival probability than mrHCC1 or mrHCC3 (p < 0.05) (Fig. 4b). The median survival time was 643 days for mrHCC1, 1560 days for mrHCC2 and 899 days for mrHCC3. These results suggest that mrHCC clusters exhibited better correlation with clinical outcome of HCC patients than the TCGA iClusters.

To compare mouse HCC with human HCC subtypes, we integrated expression data of mR-HCC genes using log2 ratios of HCC vs. normal liver gene expression in the TCGA RNA-seq data and in mouse HCC expression analysis. High-LET-induced mouse HCC samples were clustered with mrHCC2 in human HCC. Spontaneous and low-LET-induced mouse HCC samples were clustered with mrHCC3 (Fig. 4c). 

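Over the mR-HCC genes, the profiles of low-LET and spontaneous HCC ran with mrHCC3 and against mrHCC2, and the high-LET HCC ran less far in that direction. For each mouse tumor, log2 ratios to the sham mean were correlated across 237 genes with the paper's mean human ratios of mrHCC2 and mrHCC3 in Table S4B; genes are not independent replicates. Mean Pearson's r with mrHCC3 was 0.068 ± 0.099 (SD, n = 7) in high-LET HCC and 0.141 ± 0.026 (SD, n = 7) in the others. With mrHCC2 it was −0.068 ± 0.036 (SD, n = 7) and −0.126 ± 0.037 (SD, n = 7). The r with mrHCC2 minus that with mrHCC3 averaged −0.136 ± 0.097 (SD, n = 7) in high-LET HCC and −0.267 ± 0.034 (SD, n = 7) in the others. The difference between tumor classes was 0.131 (exact two-sided permutation p = 0.00291 over all splits of the tumors). The paper picked these genes with the radiation labels of the same tumors. The permutation does not repeat that choice, so its p is no independent support for a class difference. In the high-LET HCC at 0.2 Gy on BeadChip 1, r with mrHCC2 minus that with mrHCC3 was −0.0281. In the 2 high-LET HCC at 1 Gy on BeadChips 2 and 4, which like it had Gpc3 near the sham level, this value was −0.109 and 0.00655. It was −0.259 to −0.182 in the other 4 high-LET HCC and −0.326 to −0.231 in the low-LET and spontaneous HCC. On the 5 BeadChips with both classes the difference was 0.215, 0.144, 0.054, 0.174 and 0.081. In 1 of 7 high-LET HCC, a tumor at 1 Gy of Si ions on BeadChip 4, r was higher with mrHCC2 (−0.028) than with mrHCC3 (−0.034). In none of the 7 low-LET and spontaneous HCC was it higher. With mrHCC2, r was negative in every tumor. Across these genes, the ratios computed here had r = 0.615 with the paper's ratios for high-LET HCC, 0.749 for low-LET HCC and 0.743 for spontaneous HCC. From its joint clustering of mouse and human ratios, the paper states that high-LET HCC fall with mrHCC2 and the other mouse HCC with mrHCC3. Its methods scale the ratios of each gene by a standard deviation before comparing, and the mouse ratios here were not scaled. The correlations are thus no repeat of that clustering.

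**Figure D5:**
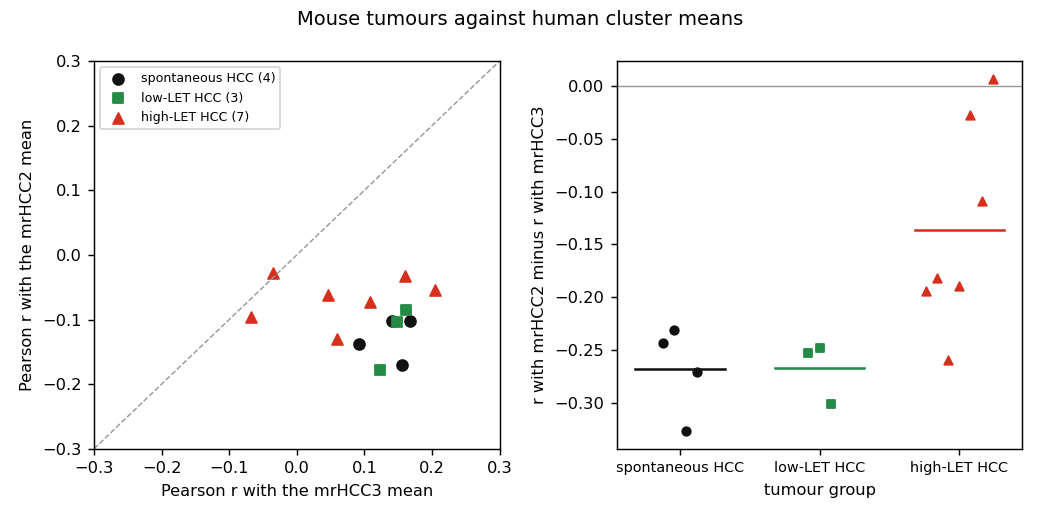
Pearson's r across 237 genes with the paper's mrHCC2 ratios minus that with its mrHCC3 ratios, for each mouse tumor (points) of the 3 kinds. High-LET HCC average −0.136 and the other tumors −0.267.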

We identified 23 genes from the mR-HCC signature that were known to be associated with HCC via data-mining from published literature^17–37^. We compared the expression ratios between high-LET and low-LET/spontaneous mouse HCC with human gene expression ratios between mrHCC2 and mrHCC3 samples. Most of the genes (18 of 23) showed consistent up- or downregulation between mouse and human samples (Fig. 4d). This supported our findings from the clustering analysis that high-LET-induced mouse HCC was similar to human mrHCC2 samples and that low-LET-induced HCC was similar to human mrHCC3 samples.

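Of the 23 literature genes, 21 had a probe and a human value in Table S4B, and 2 were not analysed here. Lower in high-LET than in low-LET and spontaneous HCC were the matrix glycoprotein Reln, at −1.15 log2 (standard error 0.19, adjusted p = 0.00146), and the kinase Tnik, at −0.86 (adjusted p = 0.00264). So were the growth co-activator Yap1, at −0.57 (adjusted p = 0.00342), the zinc transporter Slc39a13, at −0.67 (adjusted p = 0.00172), and the SUMO protease Senp3, at −0.61 (adjusted p = 0.00126). Gch1, which starts tetrahydrobiopterin synthesis, was higher by 1.01 (standard error 0.16, adjusted p = 0.00113). The sign of the mouse difference matched the paper's human difference between mrHCC2 and mrHCC3 for 16 of the 21 genes (exact two-sided permutation p = 0.289 over all splits of the tumors). Of the 16 genes called in the mouse comparison, 13 had the human sign. Over all 237 mR-HCC genes with a probe, 151 (63.7%) had the human sign (exact two-sided permutation p = 0.117). Without the low-LET HCC at 2 Gy on BeadChip 3 it was 155 (exact p = 0.0204), and without the spontaneous HCC on BeadChip 1 or at positions A and C of BeadChip 6 it was 154, 154 and 153 (exact p = 0.0332, 0.035 and 0.046). Of the 150 called, 42 were higher and 108 lower in high-LET HCC, and 103 had the human sign. The mouse and human differences had an r of 0.295 across genes, which are not independent replicates. The paper picked the mR-HCC genes with the radiation labels of these tumors, a choice that the permutations do not repeat.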

### Profiles of tumor-infiltrating immune cells in subtypes of mouse and human HCC

We characterized the immune microenvironments in mouse and human HCC by profiling immune infiltrates using ImmuCC or CIBERSORTx to infer the relative abundances of different immune cell types. ANOVA results suggested that several immune cell types differed significantly across mrHCC subtypes in human HCC (Fig. 5a). Among these, macrophage subtypes M1 and M2 and T regulatory (Treg) lymphocytes are predictive immunocytes of HCC prognosis. Our analysis showed that high levels of M1 and low levels of M2 and Treg in mrHCC2 samples indicated better survival and were consistent with the Kaplan–Meier analysis. Although profiles of mouse HCC immune infiltrates suggested changes associated with radiation types, none of the differences were statistically significant (Fig. 5b). 

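Several macrophage transcripts rose in high-LET and spontaneous HCC against sham livers, while few single markers of lymphocytes were called. Of 12 Kupffer cell and macrophage markers, 6 rose in high-LET HCC, none in low-LET HCC and 4 in spontaneous HCC (7, 0 and 4 when adjusted over the list alone). The medians were 0.55 log2 (camera, adjusted p = 3.81e-06, and 0.123 with an estimated correlation), −0.03 (adjusted p = 0.885) and 0.19 (adjusted p = 0.0394, and 0.518 with an estimated correlation). The lysozyme Lyz2 rose by 2.07 log2 in high-LET and 1.61 in spontaneous HCC, and the complement subunit C1qb by 1.31 and 1.17. Between high-LET HCC and the other tumors the list had a median of 0.47 (adjusted p = 0.00028, and 0.32 with an estimated correlation), but 0 genes passed over all probes and 7 when adjusted over the list alone. Of 7 monocyte markers, 3 rose in high-LET HCC, 1 in low-LET HCC and 3 in spontaneous HCC, with Plac8 at 1.20 in high-LET HCC. Of 11 neutrophil markers, 4 rose in high-LET HCC (5 when adjusted over the list alone) and 1 in low-LET HCC, with the calprotectin subunit S100a8 at 2.67 in high-LET HCC (adjusted p = 0.01). Among 7 M1 macrophage markers, the T cell-attracting chemokine Cxcl9 rose by 2.73 in low-LET and 2.16 in spontaneous HCC and was lower in high-LET HCC than in these, at −1.48 (adjusted p = 0.041). Against sham livers the M1 list had medians of 0.44, 0.31 and 0.30 in high-LET, low-LET and spontaneous HCC (camera, adjusted p = 0.00787, 0.0247 and 0.0895, and 0.123, 0.191 and 0.297 with an estimated correlation), and with BeadChip as a block it did not pass in low-LET HCC (0.0553). Between high-LET HCC and the others the M1 list's median was 0.08 and its mean −0.11, and camera's direction was down (adjusted p = 0.963). None of 7 M2 markers was called in a kind of HCC by limma, and the list did not shift (camera, adjusted p = 0.794, 0.885 and 0.861). Of 9 T cell markers, Cd3g rose by 0.39 in low-LET HCC, and the list had adjusted p = 0.0347, 0.00377 and 0.0394 in the 3 kinds (0.204, 0.158 and 0.27 with an estimated correlation). Ccl5, a chemokine of cytotoxic cells, rose by 0.82 log2 in high-LET and 1.06 in spontaneous HCC. Between high-LET HCC and the others, none of the lists of T, CD8, NK, B or dendritic cell markers shifted (adjusted p = 0.355, 0.147, 0.643, 0.963 and 0.643).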

Previous studies showed that the CD4+/CD8+ T cell ratio was positively correlated with the survival of patients with cancer ^38, 39^. We further investigated the CD4+/CD8+ ratio in mouse and human samples and found that mrHCC2 samples, whether from mouse models or the human HCC cohort, have significantly higher ratios than mrHCC1 and mrHCC3 (p < 0.05) (Fig. 5c).

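Cd4 and Cd8a transcripts were dim in these livers, so their ratio read weak signals. Cd4 lay above background on 7 of 14 tumor arrays and Cd8a on 1. The ratio was taken as log2 Cd4 minus log2 Cd8a in each tumor, in place of inferred cell proportions. It averaged 0.241 ± 0.145 (SD, n = 7) in high-LET HCC, 0.105 ± 0.126 (SD, n = 7) in low-LET and spontaneous HCC and 0.178 ± 0.063 (SD, n = 6) in sham livers. The difference between the tumor classes was 0.136 (exact two-sided permutation p = 0.0927). On the 5 BeadChips with both classes it was 0.295, 0.262, −0.073, 0.023 and 0.286. Against sham livers, limma called neither Cd4 (0.02, −0.06 and −0.05 log2 in high-LET, low-LET and spontaneous HCC) nor Cd8a (−0.04, 0.05 and 0.00). With the mean of 6 CD4 T cell and Treg markers minus the mean of 3 CD8 markers in place of the single genes, the difference was 0.309 (exact two-sided permutation p = 0.00583). In sham livers 3 of these 6 and 2 of these 3 markers lay above background. Of these markers, the Treg factor Foxp3 was higher in high-LET than in the other tumors by 0.39 log2 (adjusted p = 0.0097), and Cd8b1 was lower in high-LET HCC than in sham livers, at −0.95 (adjusted p = 0.0096). From the ratio in mouse and human samples, the paper states that it is higher in mrHCC2 samples of both.

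**Figure D6:**
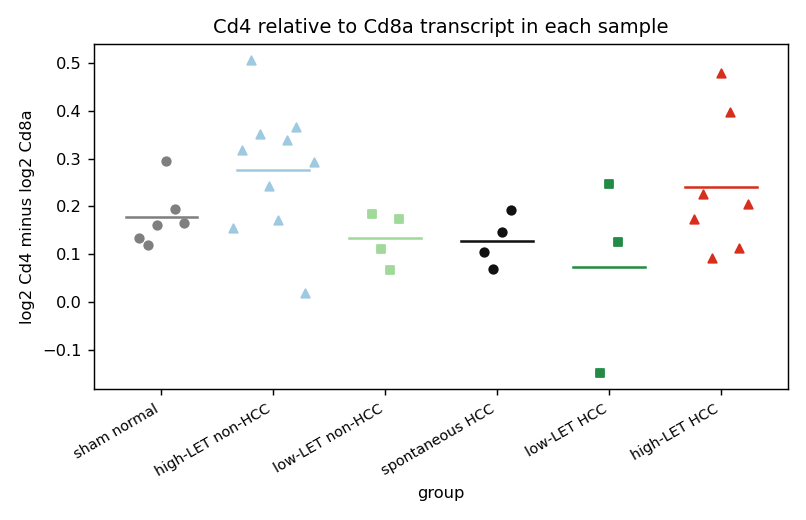
Log2 Cd4 minus log2 Cd8a in each liver sample (points), by group (x axis), with the group mean. High-LET HCC average 0.241 and sham livers 0.178.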

**Figure 5:**
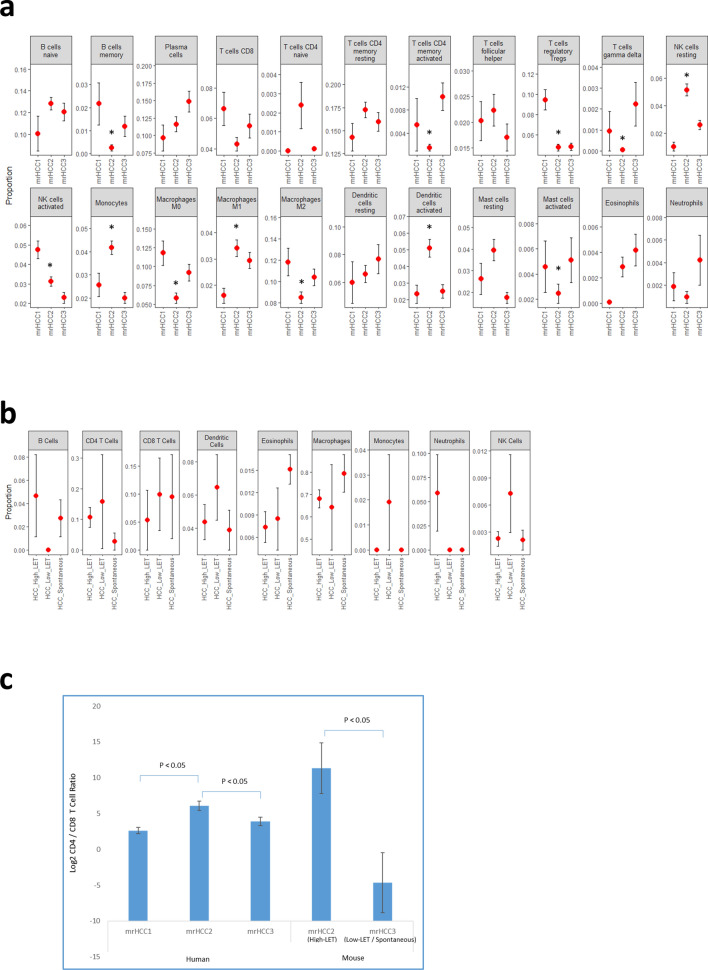
Profiles of tumor-infiltrating immune cells in mouse and human HCC. (**a**) Average values of relative proportions of immune cells in each mrHCC cluster of human TCGA HCC cohorts. Bar: standard error. *Immune cell proportions of mrHCC2 were significantly different from either mrHCC1 or mrHCC3 (p < 0.05). (**b**) Average values of relative proportions of immune cells in high-LET, low-LET and spontaneous mouse HCC. Bar: standard error. (**c**) Ratios of CD4+/CD8+ tumor-infiltrating T cells in different subgroups of mouse and human HCC. Bar: standard error.

## Discussion

Data from recent publications showed no differences in the spectrum of tumors induced by high-LET or low-LET radiations in a genetically diverse outbred mouse cohort, which suggests shared mechanisms of tumorigenesis regardless of the type of radiation exposure^3^. This agrees with our pathway analysis findings in radiation-induced mouse HCC models. Canonical signaling pathways associated with HCC showed the same activation/suppression status in tumors induced by both high-LET and low-LET radiation. 

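The changes from sham liver to tumor overlapped in part between high-LET, low-LET and spontaneous HCC, beyond what shared controls give. Of 5900 probes called in any kind, 1580 were called in all 3. High-LET and low-LET HCC shared 1733 called probes in the same direction, where independent lists of these sizes would share 116. High-LET and spontaneous HCC shared 2020 (144 if independent), and low-LET and spontaneous HCC 2640 (160 if independent). No shared probe went opposite ways in limma's calls. The 6 sham livers enter each comparison and by themselves make the changes alike. In 20 simulations with no change in tumors no calls were shared, which decides nothing, since almost no probe is called there. Across probes, shared controls in these simulations gave a correlation of 0.426 between high-LET and low-LET HCC, against 0.804 observed. For high-LET and spontaneous HCC these correlations were 0.463 and 0.819, and for low-LET and spontaneous HCC 0.369 and 0.911. The covariance of the high-LET and low-LET changes was 0.0872, against 0.0069 simulated, a difference of 0.0803. For high-LET and spontaneous HCC the difference was 0.0874, and for low-LET and spontaneous HCC 0.132. With the sham livers split so that no control served both comparisons, high-LET and low-LET HCC shared 757 to 941 called probes over 20 splits, with a mean correlation of 0.757. High-LET and spontaneous HCC then shared 896 to 1161, and low-LET and spontaneous HCC 1725 to 1815.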

Inflammatory response, including cellular immune signaling and cytokine signaling accounted for the largest portion among all pathways. Reactive oxygen species production and xenobiotic metabolism pathways were the most activated and the most suppressed pathways, respectively, probably due to the impaired liver functions. The pathway analysis results also made it possible to compare the molecular mechanisms of mouse tumorigenesis with those of human HCC. The PTEN signaling pathway is a tumor suppression pathway whose downregulation leads to hyperactivation of the PI3K/AKT/mTOR signaling pathway in human HCC^40, 41^. Pten, Pi3k/Akt and mTor signaling showed strong associations with all types of HCC in the mouse model. Activation z-scores of the Pi3k/Akt pathway were inversely correlated in different types of mouse HCC, which suggests analogous molecular mechanisms between mouse and human tumors. ERK/MAPK and EGF signaling are other pathways associated with human HCC^42^. Both of these pathways were activated in all types of mouse HCC, with upregulation of downstream genes such as c-Fos and Pkcα.

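Of Fos and Prkca, which encode c-Fos and Pkcα, Fos was called in low-LET HCC and Prkca in low-LET and spontaneous HCC. Fos had a log2 fold change against sham livers of 1.94 in low-LET HCC (standard error 0.47, adjusted p = 0.0081). Without the low-LET HCC at 3 Gy it was 1.37 (adjusted p = 0.137). It was 1.00 in high-LET HCC (standard error 0.37, adjusted p = 0.104) and 1.00 in spontaneous HCC (standard error 0.43, adjusted p = 0.164), and passed in both with the authors' normalized values and with all 20 non-HCC livers as baseline. Prkca had a log2 fold change of 1.11 in low-LET HCC (standard error 0.22, adjusted p = 0.00103) and 1.24 in spontaneous HCC (standard error 0.20, adjusted p = 5.4e-05). In high-LET HCC it was 0.42 (standard error 0.17, adjusted p = 0.145), and 0.52 with BeadChip as a fixed block, where it passed (adjusted p = 0.0288). Compared directly, Prkca was lower in high-LET than in the other HCC, at −0.77 (standard error 0.16, adjusted p = 0.00846), whereas Fos did not differ detectably (−0.40, standard error 0.36, adjusted p = 0.679). Jun, the partner of c-Fos in AP-1, rose in all 3 kinds, by 1.18 log2 in high-LET (adjusted p = 0.032), 1.30 in low-LET (adjusted p = 0.076) and 1.24 in spontaneous HCC (adjusted p = 0.046). Of the EGF and ERK-MAPK list, 6 genes were lower in high-LET than in the other HCC and none higher (6 when adjusted over the list alone), with a median of −0.05 (camera, adjusted p = 0.0053, and 0.252 with an estimated correlation). Dusp6 stood at −0.96 in that comparison (adjusted p = 0.043) and Ccnd1 at −1.55 (adjusted p = 0.037).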

Although the common pathways involved in HCC induced by low-LET and high-LET radiation indicated similar molecular mechanisms, the variations in z-scores for each pathway suggested differences in the levels of activation or suppression associated with each type of HCC. These quantitative differences may result in different biological characteristics in low-LET and high-LET-induced cancer. Using supervised ANOVA, we identified a gene set (mR-HCC) that discriminated the HCC from the non-HCC mouse liver based on the types of radiation exposure. Functional analysis of the mR-HCC gene set suggested higher apoptosis and cell death activities in high-LET-induced HCC. This is mechanistically consistent with our findings that HCC induced by high-LET radiation had a tumor-suppressing immune cell profile and clustered with the human HCC subgroup that had better survival.

Previous study has shown that the incidence of Fe and Si ion radiation-induced HCC followed the same dose–response curve in mouse model. The HCC incidence peaked at 0.2 Gy for both Fe and Si, but only started to increase after 2 Gy of γ-ray irradiation^16^. The different dose ranges between the high- and low-LET radiations in our experiment were selected to maximize the tumor incidence. Nonetheless, it is notable that mR-HCC genes separated HCC samples induced by Fe and Si ions within the high-LET radiation group. 

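Labels and Table S1 assign Fe ions to the high-LET HCC at 0.1 Gy and at 0.4 Gy and Si ions to the 2 at 1 Gy, and leave the ion of the 3 at 0.2 Gy unsettled. Under average linkage on Pearson distances, the interaction probes put both HCC of known Fe exposure in a cluster of high-LET HCC and both HCC of Si exposure with the non-HCC livers. The tumors of 0.2 Gy fell on both sides, 2 in the high-LET cluster and 1 with the livers. Table S1 lists 2 Fe-exposed and 1 Si-exposed HCC at this dose. This clustering may therefore match a full separation by ion, which the unsettled labels leave open. Over the genes of Table S4B, with complete linkage, the Fe-exposed HCC at 0.4 Gy fell with both Si-exposed HCC and the livers, and the one at 0.1 Gy did not. On the interaction probes, complete and Ward linkage each left all 7 high-LET HCC in 1 cluster. With 2 tumors of each settled ion, an exact permutation test cannot reach p = 0.05, and the ions were not compared by any other test.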

Unfortunately, due to the limited sample size, the statistical power decreased significantly when we un-pooled the high-LET HCC samples into two groups (Supplementary Fig. S1). Therefore, we did not perform differential expression analysis to interrogate the differences between the two ions. Activation z-scores of signaling pathways calculated separately based on Fe and Si radiations showed similarities of the two ions and consistent with the results of the high-LET HCC samples as a group (Supplementary Fig. S2A,B). Gene ontology of the mR-HCC genes showed consistent trend of higher apoptosis and cell death activities in both Fe and Si groups (Supplementary Fig. S2C).

The mR-HCC gene set allowed us to directly compare expression profiles between the TCGA human HCC cohort and the mouse HCC model. We identified three novel subgroups, mrHCC1, mrHCC2 and mrHCC3, by clustering analysis using human HCC expression data in TCGA. The human mrHCC subgroups demonstrated significant differences in overall survival, with mrHCC2 showing better prognosis than mrHCC1 and mrHCC3. The median survival time of mrHCC2 was more than 600 days longer than the other subgroups. The high-LET radiation-induced mouse HCC showed a similar expression profile to the mrHCC2 cluster; the low-LET and spontaneous mouse HCC showed similar profiles to the mrHCC3 cluster. The consistency of the expression ratios of known HCC-associated genes between mrHCC2 vs. mrHCC3 in humans and high-LET vs. low-LET/spontaneous HCC in mice further supported the clustering results.

We characterized the mrHCC clusters by finding overlapping molecular and clinical features in the human HCC cohort published by TCGA. The most significant overlaps were in features already identified by other genomics clustering analyses or by historic gene signatures associated with HCC, which suggests that the molecular mechanisms of human HCC resemble those in the mouse model. Among the overlapping features, two gene signatures revealed the biggest differences between mrHCC/high-LET and mrHCC3/low-LET/spontaneous HCC samples. The CCL and NCIHS signatures showed that the mrHCC3/low-LET/spontaneous group was more cholangiocarcinoma-like (67%) and positive for the hepatic stem cell signature (33%), whereas mrHCC2/high-LET samples were more HCC-like (97%) and positive for the hepatocyte signature (96%). Many other features, though lacking statistical significance, showed associations with particular mrHCC clusters (Supplementary Table S5). It is noteworthy that none of the published features from TCGA identified subgroups with different prognoses in the TCGA HCC cohort, whereas the mrHCC clusters showed significant differences in overall survival.

The dualistic role of the immune system in HCC carcinogenesis resides on the balance between cancer-promoting inflammation and immune surveillance that hinders tumor development^43^. The distribution and the networking of tumor infiltrating immune cell populations are the key players in the tumor-immune ecosystem. Computational tools such as CIBERSORTx de-convolute cell types by using immune cell signature gene expression to estimate the global immune cell composition from whole tumor gene expression data. Immune cell profiling of mrHCC clusters in human samples suggested that more than half of the cell types (12 of 23) differed significantly across the clusters (FDR < 0.05). When comparing the antigen presenting cell (APCs) phenotype of the mHCC2 TCGA cohort immune phenotype to mrHCC1 and mrHCC3, we identified several significant differences. mrHCC2 showed a higher intratumoral infiltration of activated dendritic cells (DCs), naïve B cells, monocytes and anti-tumor M1 macrophages, while pro-tumor M2 macrophages where at the lowest relative proportion. The mrHCC2 subgroup exhibited a higher M1/M2 ratio, which is known to be associated with better survival^44^. The relative proportion of HCC-promoting immune cells, such as neutrophils^45^, activated mast cells^46^, B cells and plasma cells^47^, was abated only in the mrHCC2 subgroup. The analysis of CD4 + T cell subsets reveals for the mrHCC2 subgroup a minimal immune suppressive Treg cell profile, with a maximal naïve, memory resting and follicular helper cells signature, suggesting a robust control of anti-tumor immune responses^48^. Moreover, our data support recent data which show that the intratumoral selective accumulation of resting memory CD4+ T cells at the expense of memory activated CD4+ T cells denotes a pivotal mechanism to constrain tumor growth^49^. Finally, despite a low relative proportion of CD8+ T cells, the CD4+/CD8+ T cell ratio was found at the highest amplitude in the mrHCC2 subgroup, confirming previous studies where a similar trend was observed only in patients with HCC who had better prognosis^50, 51^. It has also been shown that the CD4+/CD8+ T cell ratio is a more consistent prognostic marker than CD8+ cells alone^38, 39^. Mouse data of tumor infiltrating immune cells indicated a significantly higher CD4+/CD8+ cell ratio in high-LET HCC than low-LET/spontaneous HCC, though individual mouse immune cell types showed bigger variations but no statistically significant differences, probably due to small sample sizes.

Even though high-LET-induced HCC samples were clustered with the human subgroup that demonstrated favorable survival outcomes, we do not suggest that high-LET radiation is safer than terrestrial-originated radiations. Mouse epidemiological data indicate that high-LET radiation induces a higher incidence of liver tumors, and the median survival in the TCGA HCC mrHCC2 cohort is only 4.2 years^9^. Our comparative transcriptome analysis classified high-LET radiation-induced HCC into human HCC subgroups with unique molecular features and will help further mechanistic studies and countermeasure development for space radiation. The fact that high-LET radiation induced more tumor-suppressing immune cells was consistent with previous studies showing that immunotherapy plus heavy ion particle radiotherapy, not photon radiation, increased antitumor immunity in mouse cancer models^52–54^, which suggests a potential therapeutic advantage for cancer radiotherapy that uses heavy ion particle beams.

## Methods

### Mice and radiations

The details of the mouse carcinogenesis study covering this project have been described previously^16^. All animal procedures were conducted under protocols approved by the Institutional Animal Care and Use Committee at the University of Texas Medical Branch (UTMB) and Brookhaven National Laboratory (BNL). All experiments were performed in accordance with relevant guidelines and regulations. The study was reported in accordance with ARRIVE guidelines. Briefly, 8- to 10-week-old male C3H/HeNCrl mice were purchased from Charles River Laboratories and shipped to the Brookhaven National Laboratory (BNL). After a 2–3 day acclimation, these mice were subjected to single-dose whole-body irradiation with either 600 MeV/n ^56^Fe ions (LET = 181 keV/µm) or 300 MeV/n ^28^Si ions (LET = 64 keV/µm), both at a dose range of 0.1–1.0 Gy, and ^137^Cs gamma rays at a dose range of 1–3 Gy. Control mice were sham-irradiated at BNL under the same conditions as the irradiated groups. The mice were not anesthetized during irradiation nor in any part of the study. After a 3–5 day resting period after irradiation, mice were shipped to the Animal Resource Center at UTMB, where they were housed 5 per cage in ventilated cage racks using Harlan Sani-chip bedding and maintained on a Harlan 7912 diet and autoclaved reverse osmosis purified water ad libitum throughout the study. Animals were monitored daily and palpated weekly. They were euthanized when moribund and/or displaying signs and symptoms of liver tumors or other neoplasms or when they reached 800 days of age. Dead, moribund, or symptomatic animals were necropsied, and tissues (including lung, liver, spleen) were harvested for histological evaluation and storage in a – 80 °C freezer after being snap frozen in liquid nitrogen. All necropsies and histological examinations were performed blinded. Liver tumors were confirmed using standard H&E histopathology and classified as hepatocellular carcinoma (HCC) or liver adenomas.

### Total RNA extraction from tissues

Tumors or normal liver tissues were homogenized in Qiazol reagent (Qiagen, Inc.), and total RNA was extracted by using miRNeasy Mini Kit (Qiagen, Inc.) according to the manufacturer’s protocol. RNA quality was checked by measuring absorbance ratios of 260/280 nm and 260/230 nm via a Nanodrop spectrophotometer (ThermoFisher Scientific).

### Labeling and hybridization of microarray for gene expression analysis

Gene expression profiling was performed by using Mouse Whole Genome Gene Expression BeadChip (Illumina). Samples included 7 high-LET radiation-induced HCC, 3 low-LET radiation-induced HCC, 4 spontaneous HCC, 10 non-HCC livers from high-LET–irradiated mice, 4 non-HCC livers from low-LET–irradiated mice and 6 normal livers from sham-irradiated mice. Each RNA sample, with 500 ng of total RNA, was amplified via the Ambion TotalPrep RNA amplification kit (ThermoFisher Scientific). This kit uses a T7 oligo(dT) primer to generate single-stranded cDNA, then a second strand synthesis to generate double-stranded cDNA, which is then column purified. We used in vitro transcription to synthesize biotin-labeled cRNA via T7 RNA polymerase. We then checked the column-purified cRNA for size and yield by using the Bio-Rad Experion system, and we hybridized 1.5 µg of cRNA to each array by using standard Illumina protocols with streptavidin-Cy3 (Amersham) for detection. Arrays were scanned on an Illumina Beadstation.

### Statistical analysis of cDNA microarray and RNA-seq data

Gene expression signals from Illumina mouse BeadChip were summarized via GenomicStudio 3.0 (Illumina). We background-subtracted and quantile-normalized these summarized data by using the MBCB algorithm^55, 56^. Differential gene expression analysis was performed by implementing a two-way ANOVA model in the Partek Genomics Suite 7.0. The ANOVA model included two main effects, pathological diagnosis and LET of radiation, and an interaction term of the two main effects. Genes were significantly changed when FDR < 0.1 and the fold changes were greater than 1.3. Pathway analysis was performed via Ingenuity Pathway Analysis (IPA) (Qiagen), December 2019 release. Pathways were considered significantly changed when statistical cutoffs of FDR and z-score were met in at least one tumor type. The cutoff of FDR values generated by IPA’s Fisher Exact Test was less than 0.01, and the cutoff of z-scores was greater than 1 for pathway analysis. We downloaded the RSEM expected counts of TCGA and GTEx RNA-seq data from the UC Santa Cruz Treehouse data repository. We used RNA-seq data from a total of 192 HCC and 110 normal liver samples in this study. The count files were processed and normalized by tximport^57^ and DESeq2^58^. We transformed the normalized counts by the vst function in the DESeq2 package. Log2 ratios of each gene were scaled to a standard deviation before comparison analysis. Kaplan–Meier analysis was performed by using the R package “survival.” Mouse and human gene names were matched based on Ensembl orthologue mapping. We profiled infiltrating immune cells in mouse HCC by using the R script provided by the authors of ImmuCC^59^. We profiled the TCGA HCC immune cells by using the web interface of CIBERSORTx^60^. We calculated statistical significances of immune cell abundances across the three mrHCC clusters by ANOVA analysis.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3A.

Supplementary Table S3B.

Supplementary Table S4A.

Supplementary Table S4B.

Supplementary Table S5.

## Data Availability

Mouse gene expression data are deposited in GEO (GSE166653).

# Supplementary material for: Transcriptomic analysis links hepatocellular carcinoma (HCC) in HZE ion irradiated mice to a human HCC subtype with favorable outcomes
**Source:** Sci Rep. 2021 Jul 7;11:14052. doi: 10.1038/s41598-021-93467-3
**Supplement:** Supplementary file 8 — Supplementary Table S5.

Table S5. mrHCC Clusters vs TCGA Features

Contents

Molecular Subtyping	1
Clinical Data	3
Hepatitis Calls	10
Leukocyte Estimate	10
Purity/Ploidy	10
Historic Gene Signature	11
TP53 / CTNNB1 / TERT	12
Pathology Review	13
mRNA Fusions	16

Numbers in tables are percent of feature in each mrHCC cluster

Molecular Subtyping

RPPA clusters (Rehan Akbani)

Chi-square test p-value: 2.917717e-06

Bonferroni adjusted p-value: 0.0002363351

	mrHCC1	mrHCC2	mrHCC3
1	59.09	29.49	72.41
2	40.91	70.51	27.59

miRNA clusters (5 group NMF, Robertson group)

Chi-square test p-value: 2.606704e-07

Bonferroni adjusted p-value: 2.11143e-05

	mrHCC1	mrHCC2	mrHCC3
#N/A	0.00	2.94	1.52
1	8.33	24.51	13.64
2	25.00	35.29	4.55
3	50.00	16.67	36.36
4	0.00	2.94	21.21
5	16.67	17.65	22.73

Hypermethylation Cluster (Laird group)

Chi-square test p-value: 1.224833e-09

Bonferroni adjusted p-value: 9.921146e-08

	mrHCC1	mrHCC2	mrHCC3
1	20.83	4.90	27.27
2	25.00	47.06	34.85
3	33.33	3.92	27.27

4 20.83 44.12 10.61

Hypomethylation Cluster (Laird group)

Chi-square test p-value: 0.0001523342

Bonferroni adjusted p-value: 0.01233907

	mrHCC1	mrHCC2	mrHCC3
1	41.67	20.59	46.97
2	41.67	33.33	36.36
3	16.67	46.08	16.67

mRNA clusters (5 group NMF, Hoadley group)

Chi-square test p-value: 2.772859e-22

Bonferroni adjusted p-value: 2.246016e-20

	mrHCC1	mrHCC2	mrHCC3
1	34.78	2.97	75.76
2	13.04	0.99	1.52
3	21.74	21.78	9.09
4	8.70	49.50	1.52
5	21.74	24.75	12.12

DNA copy clusters, version 2 (Cherniak group)

Chi-square test p-value: 0.0003038352

Bonferroni adjusted p-value: 0.02461065

	mrHCC1	mrHCC2	mrHCC3
1	36.36	30.69	18.75
2	18.18	39.60	48.44
3	45.45	13.86	29.69
4	0.00	15.84	3.12

CDKN2A silencing (Toshinori Hinoue)

Chi-square test p-value: 0.1332147

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
0	34.78	43.56	56.06
1	65.22	56.44	43.94

Paradigm clusters (k=4, Kiley Graim)

Chi-square test p-value: 1.643718e-16

Bonferroni adjusted p-value: 1.331412e-14

	mrHCC1	mrHCC2	mrHCC3
Paradigm:C1	9.09	34.00	12.50
Paradigm:C2	27.27	23.00	20.31
Paradigm:C3	13.64	6.00	65.62
Paradigm:C4	50.00	37.00	1.56

iCluster clusters (k=3, Ronglai Shen)
 Chi-square test p-value: 6.378108e-09
 Bonferroni adjusted p-value: 5.166268e-07

	mrHCC1	mrHCC2	mrHCC3
iCluster:1	54.55	13.40	61.90
iCluster:2	18.18	42.27	15.87
iCluster:3	27.27	44.33	22.22

Clinical Data

Status
 Chi-square test p-value: 0.1138658
 Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
Alive	37.50	55.88	42.42
Dead	62.50	44.12	57.58

time_of_follow-up
 Kruskal-Wallis test p-value: 0.0466021
 Bonferroni adjusted p-value: 1

race
 Chi-square test p-value: 0.02298358
 Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	8.33	0.98	0.00
[Not Evaluated]	0.00	1.96	0.00
[Unknown]	4.17	1.96	0.00
AMERICAN INDIAN OR ALASKA NATIVE	0.00	0.98	1.52
ASIAN	37.50	18.63	40.91
BLACK OR AFRICAN AMERICAN	4.17	7.84	7.58
WHITE	45.83	67.65	50.00

gender
 Chi-square test p-value: 0.08767365
 Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
FEMALE	33.33	27.45	43.94
MALE	66.67	72.55	56.06

age_at_initial_pathologic_diagnosis
 Kruskal-Wallis test p-value: 0.001087563
 Bonferroni adjusted p-value: 0.08809258

neoplasm_histologic_grade
 Chi-square test p-value: 0.0036417
 Bonferroni adjusted p-value: 0.2949777

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	0.00	2.94	1.52
G1	8.33	26.47	7.58
G2	58.33	49.02	43.94
G3	33.33	21.57	46.97

residual_tumor

Chi-square test p-value: 0.2111647

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	4.17	4.90	1.52
R0	79.17	84.31	80.30
R1	8.33	3.92	7.58
R2	4.17	0.00	0.00
RX	4.17	6.86	10.61

pathologic_T

Chi-square test p-value: 0.2902317

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	0.00	0.98	0.00
T1	29.17	49.02	28.79
T2	29.17	19.61	31.82
T3	16.67	13.73	24.24
T3a	8.33	8.82	7.58
T3b	8.33	0.98	3.03
T4	8.33	5.88	4.55
TX	0.00	0.98	0.00

pathologic_N

Chi-square test p-value: 0.1504892

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	0.00	0.00	1.52
N0	58.33	62.75	66.67
N1	0.00	0.00	4.55
NX	41.67	37.25	27.27

pathologic_M

Chi-square test p-value: 0.04168974

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
M0	79.17	67.65	78.79
M1	8.33	0.98	1.52
MX	12.50	31.37	19.70

pathologic_stage

Chi-square test p-value: 0.2454572

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	0.00	7.84	6.06
Stage I	29.17	48.04	25.76
Stage II	29.17	17.65	27.27
Stage III	0.00	1.96	1.52
Stage IIIA	25.00	19.61	27.27
Stage IIIB	4.17	1.96	4.55
Stage IIIC	4.17	1.96	4.55
Stage IV	4.17	0.00	1.52
Stage IVA	0.00	0.00	1.52
Stage IVB	4.17	0.98	0.00

Age>65

Chi-square test p-value: 0.02702547

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
No	58.33	51.96	72.73
Yes	41.67	48.04	27.27

BMI

Kruskal-Wallis test p-value: 0.05395187

Bonferroni adjusted p-value: 1

ObesityClass1

Chi-square test p-value: 0.09237375

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	4.17	12.75	16.67
#N/A	0.00	0.98	4.55
Normal	62.50	36.27	46.97
Obese	8.33	23.53	16.67
Overweight	25.00	26.47	15.15

ObesityClass2

Chi-square test p-value: 0.1322106

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	4.17	12.75	16.67
#N/A	0.00	0.98	4.55
Normal	87.50	62.75	62.12
Obese	8.33	23.53	16.67

Asian Race

Chi-square test p-value: 0.001486905

Bonferroni adjusted p-value: 0.1204393

	mrHCC1	mrHCC2	mrHCC3
0	12.50	4.90	0.00
Asian	37.50	18.63	40.91
Not Asian	50.00	76.47	59.09

Caucasian

Chi-square test p-value: 0.003826918

Bonferroni adjusted p-value: 0.3099803

	mrHCC1	mrHCC2	mrHCC3
0	12.50	4.90	0.00
Caucasian	45.83	67.65	50.00
Not Caucasian	41.67	27.45	50.00

person_neoplasm_cancer_status

Chi-square test p-value: 0.6419603

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	8.33	2.94	4.55
[Unknown]	0.00	2.94	6.06
TUMOR FREE	66.67	65.69	57.58
WITH TUMOR	25.00	28.43	31.82

relative_family_cancer_history_ind_3

Chi-square test p-value: 0.414096

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	4.17	3.92	6.06
[Unknown]	8.33	15.69	9.09
NO	54.17	40.20	56.06
YES	33.33	40.20	28.79

Family History

Chi-square test p-value: 0.3180356

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	12.50	19.61	15.15
No	54.17	40.20	56.06
Yes	33.33	40.20	28.79

history_hepato_carcinoma_risk_factor

Chi-square test p-value: 0.5731797

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2
[Not Available]	0.00	0.98
[Unknown]	0.00	0.00
Alcohol consumption	25.00	25.49
Alcohol consumption Hepatitis B	0.00	0.98
Alcohol consumption Hepatitis B Hepatitis C	0.00	0.98
Alcohol consumption Hepatitis B Hepatitis C Hemochromatosis	0.00	0.98
Alcohol consumption Hepatitis C	0.00	4.90
Alcohol consumption Non-Alcoholic Fatty Liver Disease	0.00	2.94
Alcohol consumption Other	4.17	0.98
Alpha-1 Antitrypsin Deficiency Other	0.00	0.98
Hemochromatosis	0.00	0.00
Hepatitis B	12.50	7.84
Hepatitis B Hepatitis C	0.00	0.98
Hepatitis B Other	0.00	0.00
Hepatitis C	8.33	15.69
Hepatitis C Other	0.00	0.00
No History of Primary Risk Factors	41.67	24.51
Non-Alcoholic Fatty Liver Disease	4.17	3.92
Non-Alcoholic Fatty Liver Disease Other	0.00	0.98
Other	4.17	6.86

	mrHCC3
[Not Available]	7.58
[Unknown]	3.03
Alcohol consumption	22.73
Alcohol consumption Hepatitis B	0.00
Alcohol consumption Hepatitis B Hepatitis C	0.00
Alcohol consumption Hepatitis B Hepatitis C Hemochromatosis	0.00
Alcohol consumption Hepatitis C	3.03
Alcohol consumption Non-Alcoholic Fatty Liver Disease	0.00
Alcohol consumption Other	1.52
Alpha-1 Antitrypsin Deficiency Other	0.00
Hemochromatosis	3.03
Hepatitis B	10.61
Hepatitis B Hepatitis C	0.00
Hepatitis B Other	1.52
Hepatitis C	9.09
Hepatitis C Other	1.52
No History of Primary Risk Factors	31.82
Non-Alcoholic Fatty Liver Disease	3.03
Non-Alcoholic Fatty Liver Disease Other	0.00
Other	1.52

Alcoholic liver disease

Chi-square test p-value: 0.02611458

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	4.17	0.98	12.12
Alcohol	29.17	37.25	27.27
No	66.67	61.76	60.61

Hepatitis C

Chi-square test p-value: 0.008433487

Bonferroni adjusted p-value: 0.6831124

	mrHCC1	mrHCC2	mrHCC3
---	4.17	0.98	12.12
Hepatitis C	8.33	23.53	13.64
No	87.50	75.49	74.24

Hepatitis B

Chi-square test p-value: 0.03630778

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	4.17	0.98	12.12
Hepatitis B	12.50	11.76	12.12
No	83.33	87.25	75.76

NAFLD

Chi-square test p-value: 0.0174004

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	0.00	0.98	10.61
NAFLD	4.17	7.84	3.03
No	95.83	91.18	86.36

Type of macrovascular invasion

Chi-square test p-value: 0.03532173

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	16.67	14.71	22.73
Macrovascular Invasion	8.33	0.00	9.09
Microvascular	29.17	22.55	22.73
None	45.83	62.75	45.45

Vascular Invasion

Chi-square test p-value: 0.1794046

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	16.67	14.71	22.73
No	45.83	62.75	45.45
Yes	37.50	22.55	31.82

child_pugh_classification_grade

Chi-square test p-value: 0.0340016

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	8.33	17.65	31.82
[Unknown]	20.83	21.57	28.79
A	62.50	51.96	28.79
B	8.33	8.82	10.61

alpha_fetoprotien_at_procurement

Kruskal-Wallis test p-value: 0.3052903

Bonferroni adjusted p-value: 1

AFP>300

Chi-square test p-value: 0.0003467845

Bonferroni adjusted p-value: 0.02808955

	mrHCC1	mrHCC2	mrHCC3
	0.00	0.00	0.00
No	63.16	90.54	60.98
Yes	36.84	9.46	39.02

liver_fibrosis_ishak_score_category

Chi-square test p-value: 0.02579391

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	16.67	13.73	36.36
[Unknown]	4.17	0.98	0.00
0 - No Fibrosis	54.17	37.25	28.79
1,2 - Portal Fibrosis	8.33	13.73	7.58
3,4 - Fibrous Speta	8.33	5.88	9.09
5 - Nodular Formation and Incomplete Cirrhosis	0.00	1.96	3.03
6 - Established Cirrhosis	8.33	26.47	15.15

Cirrhosis

Chi-square test p-value: 0.1126564

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	8.33	2.94	1.52
No	83.33	67.65	77.27
Yes	8.33	29.41	21.21

new_tumor_event_after_initial_treatment

Chi-square test p-value: 0.1053778

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
[Not Available]	62.50	32.35	37.88
[Unknown]	0.00	0.98	6.06
NO	20.83	31.37	28.79
Yes	0.00	0.98	0.00

YES 16.67 34.31 27.27

Hepatitis Calls

HBV_consensus

Chi-square test p-value: 0.1571745

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
neg	75.00	82.35	69.70
pos	25.00	17.65	30.30

HCV_consensus

Chi-square test p-value: 0.1089897

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
neg	91.67	76.47	86.36
pos	8.33	23.53	13.64

Leukocyte Estimate

Leukocyte_estimate

Kruskal-Wallis test p-value: 0.004087824

Bonferroni adjusted p-value: 0.3311137

Purity/Ploidy

Purity

Kruskal-Wallis test p-value: 0.0003424982

Bonferroni adjusted p-value: 0.02774235

Ploidy

Kruskal-Wallis test p-value: 0.0005763198

Bonferroni adjusted p-value: 0.04668191

Genome_Doublings

Chi-square test p-value: 1.528364e-05

Bonferroni adjusted p-value: 0.001237975

	mrHCC1	mrHCC2	mrHCC3
0	42.86	76.60	43.55
1	19.05	18.09	33.87
2	38.10	5.32	22.58

Cancer_DNA_fraction

Kruskal-Wallis test p-value: 0.02205458

Bonferroni adjusted p-value: 1

Historic Gene Signature

NCIP

Chi-square test p-value: 8.17942e-19

Bonferroni adjusted p-value: 6.62533e-17

	mrHCC1	mrHCC2	mrHCC3
A	54.17	5.88	72.73
B	45.83	94.12	27.27

NCIHS

Chi-square test p-value: 5.895402e-07

Bonferroni adjusted p-value: 4.775276e-05

	mrHCC1	mrHCC2	mrHCC3
HC	91.67	96.08	66.67
HS	8.33	3.92	33.33

NCIPHS

Chi-square test p-value: 1.893813e-18

Bonferroni adjusted p-value: 1.533989e-16

	mrHCC1	mrHCC2	mrHCC3
A	47.83	4.95	37.88
B	43.48	83.17	13.64
HS	8.70	11.88	48.48

SNUR

Chi-square test p-value: 2.846825e-12

Bonferroni adjusted p-value: 2.305928e-10

	mrHCC1	mrHCC2	mrHCC3
High	33.33	15.69	71.21
Low	66.67	84.31	28.79

HB16

Chi-square test p-value: 4.474791e-19

Bonferroni adjusted p-value: 3.624581e-17

	mrHCC1	mrHCC2	mrHCC3
C1	62.50	92.16	22.73
C2	37.50	7.84	77.27

RS65

Chi-square test p-value: 2.368049e-15

Bonferroni adjusted p-value: 1.91812e-13

	mrHCC1	mrHCC2	mrHCC3
high	41.67	6.86	66.67

low 58.33 93.14 33.33

RS65.Score
 Kruskal-Wallis test p-value: 1.187344e-20
 Bonferroni adjusted p-value: 9.617487e-19

Hoshida
 Chi-square test p-value: 1.384376e-21
 Bonferroni adjusted p-value: 1.121345e-19

	mrHCC1	mrHCC2	mrHCC3
1	20.83	16.67	9.09
2	70.83	11.76	84.85
3	8.33	71.57	6.06

HIPPO
 Chi-square test p-value: 1.585921e-06
 Bonferroni adjusted p-value: 0.0001284596

	mrHCC1	mrHCC2	mrHCC3
AH	66.67	91.18	57.58
SOH	33.33	8.82	42.42

CC-like
 Chi-square test p-value: 4.450136e-18
 Bonferroni adjusted p-value: 3.60461e-16

	mrHCC1	mrHCC2	mrHCC3
CCL	33.33	2.94	66.67
HCC	66.67	97.06	33.33

IDH
 Chi-square test p-value: 0.0981672
 Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
IDH mutant	4.17	0.00	4.55
WT	95.83	100.00	95.45

IDH_P
 Kruskal-Wallis test p-value: 1.309825e-08
 Bonferroni adjusted p-value: 1.060958e-06

TP53 / CTNNB1 / TERT

TP53_mutation
 Chi-square test p-value: 0.01301742
 Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
mut	26.09	23.23	44.62
wt	73.91	76.77	55.38

TP53 mutation signature (sum of expression of targets)
 Kruskal-Wallis test p-value: 1.032032e-10
 Bonferroni adjusted p-value: 8.359459e-09

CTNNB1_mutation
 Chi-square test p-value: 0.006422675
 Bonferroni adjusted p-value: 0.5202367

	mrHCC1	mrHCC2	mrHCC3
mut	30.43	34.34	12.31
wt	69.57	65.66	87.69

TERT promoter mutation
 Chi-square test p-value: 0.2431761
 Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
mut	41.67	50.98	34.85
no	54.17	48.04	63.64
not assessed	4.17	0.98	1.52

TERT mRNA expression
 Kruskal-Wallis test p-value: 0.4653658
 Bonferroni adjusted p-value: 1

Pathology Review

HCC subtypes
 Chi-square test p-value: 0.005754126
 Bonferroni adjusted p-value: 0.4660842

	mrHCC1	mrHCC2	mrHCC3
Cirrhotosimulating hepatocellular carcinoma	5.00	0.00	3.12
Clear cell hepatocellular carcinoma	0.00	8.42	4.69
Fibrolamellar carcinoma	0.00	0.00	6.25
Lymphocyte rich hepatocellular carcinoma	0.00	0.00	4.69
Myxoid hepatocellular carcinoma	0.00	1.05	0.00
No specific subtype	80.00	82.11	67.19
Sarcomatoid hepatocellular carcinoma	0.00	0.00	3.12
Scirrhous hepatocellular carcinoma	15.00	1.05	6.25
Steatohepatitic	0.00	7.37	4.69

Grade-predominant
 Chi-square test p-value: 0.0008726526
 Bonferroni adjusted p-value: 0.07068486

	mrHCC1	mrHCC2	mrHCC3
1	0.00	4.21	0.00
2	10.00	35.79	10.94
3	75.00	49.47	64.06
4	15.00	10.53	25.00

Grade-worst

Chi-square test p-value: 0.00263232

Bonferroni adjusted p-value: 0.2132179

	mrHCC1	mrHCC2	mrHCC3
1	0.00	2.11	0.00
2	5.00	23.16	4.69
3	65.00	53.68	50.00
4	30.00	21.05	45.31

Clear Cell Change

Kruskal-Wallis test p-value: 0.8620273

Bonferroni adjusted p-value: 1

Intratumoral hyaline bodies

Kruskal-Wallis test p-value: 0.4482744

Bonferroni adjusted p-value: 1

Intratumoral Mallory hyaline bodies

Kruskal-Wallis test p-value: 0.1408251

Bonferroni adjusted p-value: 1

Macrovesicular steatosis

Kruskal-Wallis test p-value: 0.3084989

Bonferroni adjusted p-value: 1

Ballooned tumor cells

Chi-square test p-value: 0.2824133

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
No	85.00	75.79	82.81
Yes Few	10.00	11.58	14.06
Yes Many	5.00	12.63	3.12

Intratumoral inflammation

Chi-square test p-value: 0.29864

Bonferroni adjusted p-value: 1

	mrHCC1
None or minimal	80.00
Yes, lymphocytic Marked (on average, more inflammatory cells than tumor)	0.00
Yes, lymphocytic Mild	15.00
Yes, lymphocytic Moderate	5.00
Yes, neutrophilic Mild	0.00

	mrHCC2
None or minimal	84.21
Yes, lymphocytic Marked (on average, more inflammatory cells than tumor)	0.00
Yes, lymphocytic Mild	14.74

Yes, lymphocytic Moderate	1.05
Yes, neutrophilic Mild	0.00

	mrHCC3
None or minimal	71.88
Yes, lymphocytic Marked (on average, more inflammatory cells than tumor)	3.12
Yes, lymphocytic Mild	17.19
Yes, lymphocytic Moderate	6.25
Yes, neutrophilic Mild	1.56

Cholestasis

Chi-square test p-value: 0.5459086

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
No	65.00	70.53	79.69
Yes Mild (less than 5% of tumor area)	25.00	24.21	17.19
Yes Moderate (6-50% of tumor area)	10.00	5.26	3.12

Intratumoral fibrosis

Chi-square test p-value: 0.04370329

Bonferroni adjusted p-value: 1

	mrHCC1
None or minimal	70.00
Yes Marked (fibrosis is equal to or greater than the amount of tumor cells)	5.00
Yes Mild (intratumoral fibrosis less than 5-25% of surface area)	10.00
Yes Moderate (intratumoral fibrosis 26- 49% of surface area)	15.00

	mrHCC2
None or minimal	84.21
Yes Marked (fibrosis is equal to or greater than the amount of tumor cells)	0.00
Yes Mild (intratumoral fibrosis less than 5-25% of surface area)	12.63
Yes Moderate (intratumoral fibrosis 26- 49% of surface area)	3.16

	mrHCC3
None or minimal	67.19
Yes Marked (fibrosis is equal to or greater than the amount of tumor cells)	1.56
Yes Mild (intratumoral fibrosis less than 5-25% of surface area)	23.44
Yes Moderate (intratumoral fibrosis 26- 49% of surface area)	7.81

Growth pattern-major

Chi-square test p-value: 0.0001915865

Bonferroni adjusted p-value: 0.0155185

	mrHCC1	mrHCC2	mrHCC3
Macrotrabecular	40.00	3.16	10.94
Pseudoacinar	10.00	9.47	6.25
Solid	20.00	44.21	45.31
Trabecular	30.00	43.16	37.50

Growth pattern-other

Chi-square test p-value: 0.3760001

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
Macrotrabecular	0.00	1.05	1.56
Macrotrabecular Solid	0.00	0.00	3.12
Macrotrabecular Trabecular	0.00	0.00	1.56
NULL	5.00	13.68	14.06
Pseudoacinar	5.00	7.37	1.56
Pseudoacinar Macrotrabecular	0.00	2.11	1.56
Pseudoacinar Macrotrabecular Solid	0.00	0.00	1.56
Pseudoacinar Solid	5.00	1.05	4.69
Pseudoacinar Solid Macrotrabecular	0.00	1.05	0.00
Pseudoacinar Trabecular	10.00	8.42	6.25
Pseudoacinar Trabecular Macrotrabecular	0.00	0.00	3.12
Solid	15.00	16.84	12.50
Solid Macrotrabecular	0.00	3.16	4.69
Solid Macrotrabecular Pseudoacinar	0.00	3.16	0.00
Solid Pseudoacinar	5.00	7.37	6.25
Solid Pseudoacinar Trabecular	0.00	0.00	0.00
Solid Trabecular	10.00	3.16	4.69
Solid Trabecular Pseudoacinar	5.00	0.00	1.56
Trabecular	10.00	21.05	17.19
Trabecular Macrotrabecular	5.00	1.05	7.81
Trabecular Macrotrabecular Pseudoacinar	0.00	1.05	0.00
Trabecular Pseudoacinar	10.00	5.26	0.00
Trabecular Solid	15.00	3.16	6.25

Multimorphologies

Chi-square test p-value: 0.682271

Bonferroni adjusted p-value: 1

	mrHCC1
No	95.00
Yes - Clearly distinct nodules of HCC with different morphological patterns	5.00
	mrHCC2
No	88.42
Yes - Clearly distinct nodules of HCC with different morphological patterns	11.58
	mrHCC3
No	89.06
Yes - Clearly distinct nodules of HCC with different morphological patterns	10.94

mRNA Fusions

mRNA fusions

Chi-square test p-value: 0.5036021

Bonferroni adjusted p-value: 1

	mrHCC1	mrHCC2	mrHCC3
---	95.83	89.22	83.33
ARID1A-PRKCZ	0.00	0.98	0.00
CTSC-RAB38	0.00	0.00	3.03
DNAJB1/PRKACA	0.00	0.00	6.06
FGFR2-BICC1	0.00	0.00	1.52
LOC283587-TERT	0.00	0.98	0.00
PSPC-FGF14	4.17	0.00	0.00
PTK2-DENND3	0.00	0.98	0.00
SLC12A7-TERT	0.00	0.98	1.52
SLC7A2-TERT	0.00	0.98	0.00
STK38-TDRD7	0.00	0.98	0.00
STRN3-MAML3	0.00	0.00	1.52
TACC3-FGFR3; TCF7L2-RP11-202P11.1	0.00	0.98	0.00
TCF7L2-VTI1A	0.00	0.98	0.00
TCF7L2-VTI1A; EP300-RBX1	0.00	0.98	0.00
TFG-GPR128	0.00	0.00	1.52
XRCC5-ABCB4; RAD50-C5orf56	0.00	0.98	0.00
XRCC6-AC02	0.00	0.98	1.52

How the deposited data were processed for this re-analysis (not part of the article)

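Liver RNA of male C3H/HeNCrl mice, as the paper's methods describe them, was measured on Illumina mouse BeadChips with 45281 probes. The 34 arrays, 1 per mouse, hold 7 high-LET, 3 low-LET and 4 spontaneous HCC and 10 high-LET, 4 low-LET and 6 sham-irradiated non-HCC livers. The condition, dose and BeadChip of each array came from its label and from Table S1. The ion of the 3 high-LET HCC at 0.2 Gy was left unsettled. No test compares the ions, and cluster membership is described by ion only where the ion is settled. The methods give γ-ray doses of 1 to 3 Gy, whereas the labels and Table S1 give 3 to 7 Gy for the low-LET non-HCC livers, and the latter doses are used here.

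The authors summarized bead signals in GenomicStudio 3.0, and their non-normalized values are mean intensities on a linear scale with background still in them. The authors then subtracted background with MBCB and applied quantile normalization, and the deposited normalized values are on the log2 scale. The 2 sets of values had a rank correlation of at least 0.99997 on every array. The values reported here start from the intensities. Background was corrected with limma's normexp method at an offset of 50, and the arrays were quantile normalized and put on the log2 scale. No detection p-values or control probes were used, so the filter kept probes with a signal above the median of the dimmest 25% of probes on at least 3 arrays, which left 45219 of 45281 probes and removed few. A background limit per array was set at the mode of the signals plus 1.645 SD of the signals below it, reflected at the mode. Per array 21100 to 27763 probes lay above it. For arrays, the number of samples limits the precision.

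The fits used limma 3.58.1 in R 4.3.3 with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. A linear model with a mean for each of the 6 groups gave moderated t statistics for each kind of HCC against sham livers, for high-LET against low-LET and spontaneous HCC, for irradiated non-HCC against sham livers and for irradiated HCC against non-HCC livers of the same radiation. A probe was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change above 1.3. An F-test of the interaction of radiation and HCC was called at an adjusted p under 0.2. The mean F ratios come from an ordinary linear model, as the paper's methods describe. Gene lists, 45 in number, of pathways, liver functions and cell types were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, at an adjusted p under 0.05. Counts of list members were also taken with p adjusted over the list alone. Samples were clustered on the interaction probes with complete linkage into 3 clusters. Differences of a single value between groups of tumors were tested by exact permutation of the tumors, and the difference on the first principal component by 100000 resamples. Human values are the group means of Table S4B, and no human sample was analyzed. Recovery was tested on simulated data of the same design with 200 probes changed and with independent noise of the same spread in every group.

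The genes named in the text followed a rule. For each kind of HCC against sham livers these are the 10 largest rises and 10 largest falls among called probes in which every tumor lay beyond the sham mean. For high-LET against the other HCC they are the 10 largest rises and falls among called probes, and for the interaction the 20 probes with the smallest p. Added to these are the genes the paper names and up to 4 members of each list with the smallest adjusted p. A gene is represented by its probe of highest mean signal. The values of Cyp2b9, Cyp2b13, Afp, Fos and Gpc3 in high-LET HCC in the paper's Table S2 had been seen when the lists were written. Where no sham liver lay above background, the fold is given as a lower bound against the background limit.

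The alternatives tried were the authors' normalized values, no background correction, scaling to a common median, no filter and a filter on 10 arrays. Others were BeadChip as a fixed or random block, an ordinary linear model, array weights, stricter thresholds and other clusterings. Each kind of HCC was also compared with all 20 non-HCC livers as baseline and in a fit of only the 2 groups compared. Single samples were left out in turn, but none of the 10 high-LET non-HCC livers. The F ratios were recomputed only without each of the 3 low-LET HCC. The Rand index, the human comparisons and the Cd4 to Cd8a ratio were recomputed only without each of the 7 low-LET and spontaneous HCC. A filter on the background limit was added after the data were seen. Cell proportions inferred with ImmuCC, Ingenuity pathway scores and the clustering of human samples were not repeated here.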

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

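The tests of mixed tissue, BeadChip and dose for Gpc3 and the test of hepatocyte markers for the male-biased genes were chosen after the result was seen.

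A large contrast between tumors lay in Gpc3, which stood at 0.32, 0.34 and 0.39 log2 above sham livers in 3 of 7 high-LET HCC, and it goes with a difference between the tumor classes of 1579 probes and of −1.22 log2 in the median of the oncofetal genes. BeadChip as the cause is argued against, since the 2 high-LET HCC of BeadChip 4 differed by 3.23 log2 for Gpc3. Tumor-free liver mixed into these samples stays open in part. Of 132 probes that rise strongly in the other HCC, 12.1% (95% interval 7.09 to 18.9), 7.58% and 6.82% reached 25% of that rise in the 3 tumors. In non-HCC livers at most 3.79% did. The median probe reached 1.17%, 3.10% and 0.25% of its rise. Of 90 falling probes, 44.4%, 40.0% and 24.4% stood at 50% of sham or less, against at most 10.0% in non-HCC livers. In a mixture of liver with a tumor like the other HCC, this takes a tumor share of at least 50%. Such a share would bring far more of the rise, which argues against that mixture where the liver is like that of tumor-free mice. Liver from beside a tumor was not measured, so a mixture with such liver was not tested. The median falling probe stood at −0.81, −0.77 and −0.35 log2, against −0.29 or above in non-HCC livers. The argument is therefore weakest in the third tumor. The pattern may come from tumors with a profile of their own, unmixed or mixed with liver, and these 2 cannot be told apart. Dose stays open too, as its rank test with Gpc3 gave an exact two-sided p of 0.590 in 7 tumors, and the ion was not tested because it is unsettled for 3 of them.

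Male-biased liver genes, which the paper does not discuss, had median log2 fold changes against sham livers of −2.71, −3.01 and −3.69 in high-LET, low-LET and spontaneous HCC. Fewer hepatocytes are argued against, since the median of the hepatocyte markers moved by at most 1.84% of that fall. BeadChip is argued against as well, as at least 92.3% of the called genes were called with BeadChip as a block. A loss of all liver transcripts alike is argued against by 43 xenobiotic genes outside the sex-biased lists, whose medians were −0.45, −0.67 and −0.65. The lowest medians of 10000 random sets of like signal were −0.73, −0.91 and −0.65 in the 3 kinds, all above the male-biased median closest to 0, −2.71. These sets were drawn from probes of any kind, so they cannot speak to liver transcripts as such. A loss that takes in other liver transcripts besides the male-biased ones stays open. A candidate explanation is a loss of the male pattern of liver expression in tumors of each kind, a hypothesis found and tested on the same values.

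The interaction of radiation and HCC was called for 314 probes, and chance cannot be excluded for it: 7 of 100 label sets, the real one included, gave as many, with 3935 in the highest other. Chance cannot be excluded for the mean F ratio of the interaction either (1.38, reached by 6 of 100 label sets, highest other 1.77). The other label sets that passed gave up to many times the real count, which points to a structure of the samples that was not tested, and none of them followed the BeadChips. The set with 3935 probes and a ratio of 1.77 kept 6 of the 7 high-LET HCC in their class, so it lay close to the real one. The next highest count, 2466, came from a set that kept 2. For the match of clusters and labels chance cannot be excluded either, with an adjusted Rand index of 0.483 reached by 30 of 100 label sets (highest other 1.0). In 56 of 99 shuffles fewer than 3 probes passed and the index was set to 0, so these sets could not reach it and the count is low. Choosing the probes by the labels may account for that match, since as many probes chosen for shuffled labels gave the index in 65 of 100 sets (highest other 0.862).

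Single samples stood apart in 3 of 69 groups tested, and chance gives about 1 in 20. Igf2 was 0.57 log2 above the sham mean in the sham liver at position A of BeadChip 1, where the nearest was −0.06. Lcn2 was 3.59 log2 above it in the high-LET non-HCC liver at position D of BeadChip 6, where the nearest was 0.34. The mean of the acute-phase genes in that same liver was 0.74, where the nearest was 0.17. In low-LET non-HCC livers, for which the paper reports no gene-level comparison with sham livers, camera at its preset correlation shifted acute-phase genes (median 0.29, adjusted p = 1.19e-08), cholesterol synthesis (0.35, adjusted p = 0.00674), Kupffer cell and macrophage markers (0.29, adjusted p = 0.00674) and neutrophil markers (0.30, adjusted p = 0.00244). None of these 4 passed with an estimated correlation (adjusted p = 0.534 for the acute-phase genes and 0.994 for cholesterol synthesis) or with fry, while with BeadChip as a block 7 lists passed, and limma called 0 single probes there, with 1495 at an unadjusted p under 0.05 and 6 called with array weights.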

How the results depend on the processing

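The filter on the background limit was chosen after the data were seen. Of the alternatives set earlier, 103 left a comparison's result within its bounds, 24 moved it and 1 made it pass; for named genes 2164 left the call, 31 added and 59 ended one, and none of these turned the direction of a call. Under the authors' values 4893 probes were called in high-LET HCC against sham and 6470 against high-LET non-HCC livers (here 3056 and 3653). Median scaling gave 1405, 1744 and 2237 probes in high-LET, low-LET and spontaneous HCC against sham livers, 432 between high-LET and other HCC, 2294 and 1419 for high-LET and low-LET HCC against their own non-HCC livers and 58 for the interaction, and in these comparisons 74.0%, 71.6%, 56.4%, 33.6%, 70.5% and 76.8% of the called probes were higher (47.3%, 46.6%, 49.7%, 41.3%, 49.8% and 49.0% here). For the interaction, BeadChip as a fixed block gave 6 probes, as a random block 208, no variance moderation 153, array weights 3843 and an adjusted p under 0.1 77, against 314. The fixed block gave 1567 in low-LET HCC against low-LET non-HCC livers, array weights 6 in low-LET non-HCC against sham livers, an adjusted p under 0.05 952 between high-LET and other HCC, and a fit of 2 groups alone 1720 in high-LET HCC against sham livers. Averaging mean squares gave F ratios of 19.4 for HCC and 1.90 for the interaction, and the added filter 8.73 and 1.51, with 600 interaction probes. The adjusted Rand index was 1.0 with Ward linkage, 0.743 with average linkage on Pearson distances and 0.567 on the genes of Table S4B. For the non-HCC livers alone, under settings chosen after the data were seen, it was 0.033 with Ward and 0.241 with average linkage (one-sided permutation p = 0.305 and 0.0123), against 0.063. The shifted lists fell from 81 to 14 with an estimated correlation, and the CD4 minus CD8 marker difference was 0.309 (exact permutation p = 0.00583). With 1 sample left out, though never a high-LET non-HCC liver, 129 results held, 32 moved and 4 passed. The ranges were 112 to 2165 for the interaction (lowest without the high-LET HCC at 0.2 Gy on BeadChip 1, highest without the low-LET HCC at 2 Gy on BeadChip 2; the text on the interaction names all 19 such samples), 770 to 2485 between high-LET and other HCC (without the low-LET HCC at 3 Gy and at 2 Gy on BeadChip 2; its text names all 6), 1980 to 3916 for low-LET HCC against low-LET non-HCC livers (1980 without the HCC at 3 Gy), 0 to 2 for high-LET non-HCC against sham livers (2 without the sham liver at position A of BeadChip 1), 5.86 to 6.46 for the F ratio of HCC (5.86 and 6.06 without the low-LET HCC at 2 Gy on BeadChip 3 and at 3 Gy), 1.36 to 1.59 for that of the interaction (1.59 without the low-LET HCC at 2 Gy on BeadChip 2), 0.374 to 0.550 for the adjusted Rand index (without the low-LET HCC at 2 Gy on BeadChip 3 and the spontaneous HCC on BeadChip 7), and 148 to 155 for mR-HCC genes of the human sign (exact p 0.0204 to 0.225; under 0.05 without the low-LET HCC at 2 Gy on BeadChip 3 or the spontaneous HCC on BeadChip 1 or at positions A and C of BeadChip 6, at 155, 154, 154 and 153). The cause was not tested for these moves. Signal over background limits the dim genes: Cd8a lay above it on 1 of 14 tumor arrays. No paired analysis was possible because the labels give no replicate number shared between groups.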

Differences from the paper's values

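The filter on the background limit was chosen after the data were seen. The paper's values in this part are the log2 fold changes of its Table S2, for the same probe. The values here are log2 fold changes too, but after an offset of 50, which reduces a change in a dim transcript. The offset was not varied by itself, so its part in the differences below was not tested.

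In high-LET HCC against sham livers the paper's value is 6.28 for Cyp2a4, 7.27 for Cyp2b9 and −6.67 for Mup2, against 3.67, 4.49 and −4.07 here. In low-LET HCC the paper's value is −2.03 for Bhmt (−1.26 here), 8.66 for Cyp2a4 (5.58), 9.06 for Cyp2b9 (6.06), 4.24 for Fos (1.94), 8.28 for Gpc3 (5.60) and −6.64 for Mup2 (−4.16). In spontaneous HCC the paper's value is −3.90 for Bhmt (−1.90 here), 5.20 for Cd63 (4.74), −7.12 for Ces3a (−5.19), 8.22 for Cyp2a4 (5.16), 8.84 for Cyp2b9 (5.84), −10.54 for Cyp4a12a (−7.53), 2.95 for Fos (1.00), 9.18 for Gpc3 (6.48), −10.29 for Hsd3b5 (−7.06) and 0.84 for Kif3c (0.27). Each of these 19 values was smaller in size here than in the paper. Each came within the paper's under the authors' deposited normalized values, and each still differed under every other alternative set before the data were examined. In all, 51 values of Table S2 were compared. For Akr1c18, Afp, Ly6d and the probe ILMN_1256343 no sham liver lay above background, so the folds here are lower bounds, and none exceeds the paper's fold.

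Afp and Fos in high-LET HCC and Fos, Herc2 and Kif3c in spontaneous HCC are in the paper's Table S2 and were not called here. For Afp and Fos the adjusted p was 0.233 and 0.104 in high-LET HCC and for Fos 0.164 in spontaneous HCC, while Herc2 and Kif3c, at 0.38 and 0.27 log2 with adjusted p = 0.0406 and 0.0054, stood under the fold threshold of 1.3. All 5 were called with the authors' normalized values. With all 20 non-HCC livers as baseline, Afp and Fos in high-LET HCC and Fos and Herc2 in spontaneous HCC were called, and Fos in spontaneous HCC also with array weights and in a fit of only the 2 groups compared. Fos in high-LET HCC also passed under the filter on the background limit, which was chosen after seeing the values and dropped none of the other called genes named here. The paper states that EGF and ERK/MAPK signaling are activated in each type of HCC and names c-Fos and Pkcα as upregulated downstream genes. Prkca rose by 1.11 log2 in low-LET and 1.24 in spontaneous HCC, and in high-LET HCC it stood at 0.42 (adjusted p = 0.145), and at 0.52 with BeadChip as a fixed block, where it was called (adjusted p = 0.0288; range over the alternatives 0.0288 to 0.307).

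The paper states that its interaction genes separate non-HCC liver, high-LET HCC and low-LET/spontaneous HCC. With complete linkage the high-LET HCC fell with the non-HCC livers (adjusted Rand index 0.483), and Ward linkage separated the 3 classes (index 1.0). The paper also states that these genes separate non-HCC livers by radiation type, whereas here the livers were mixed with complete linkage (adjusted Rand index 0.063, one-sided permutation p = 0.189) and matched radiation type in part with average linkage on Pearson distances, a setting chosen after the data were seen (index 0.241, p = 0.0123). It places high-LET HCC with the human subgroup mrHCC2 and the other mouse HCC with mrHCC3. Here 1 of 7 high-LET HCC had a higher correlation with mrHCC2 than with mrHCC3, on mouse ratios not scaled by gene as the paper's were. The correlation with mrHCC2 minus that with mrHCC3 was higher in high-LET than in the other HCC (difference 0.131, exact two-sided permutation p = 0.00291). It was highest in the 3 with Gpc3 near the sham level (−0.0281, −0.109 and 0.00655). The genes were picked with the radiation labels of these tumors. The permutation does not repeat that choice, so its p is no independent support. The paper reports a higher ratio of CD4 to CD8 T cells in high-LET HCC, from inferred cell proportions. Here Cd8a lay above background on 1 of 14 tumor arrays, and the difference of log2 Cd4 minus log2 Cd8a was 0.136 (exact two-sided permutation p = 0.0927), with the authors' normalized values it was 0.560 (exact p = 0.0921), and with the means of 6 CD4 and 3 CD8 T cell markers, of which 3 and 2 lay above background in sham livers, it was 0.309 (exact p = 0.00583).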

Other observations

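The test of Igf2 in spontaneous HCC was chosen after the result was seen.

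At camera's preset correlation, genes of the urea cycle and amino acid catabolism and hepatic Wnt targets were lower and Hippo-YAP genes higher as lists in all 3 kinds of HCC, and genes of fatty acid oxidation lower in high-LET and spontaneous HCC. Of 14 genes of the urea cycle and amino acid catabolism, 4 fell in high-LET, 5 in low-LET and 7 in spontaneous HCC against sham livers and none rose (camera, adjusted p = 0.0363, 5.51e-05 and 1.79e-05, and 0.307, 0.12 and 0.0687 with an estimated correlation). Of 15 genes of fatty acid oxidation, 5 fell and 1 rose in high-LET HCC, 2 fell in low-LET HCC and 5 fell in spontaneous HCC, among them Cpt2, which loads fatty acids into mitochondria, at −0.94 log2 in high-LET and −1.21 in spontaneous HCC. The list shifted in high-LET and spontaneous HCC (adjusted p = 0.0139 and 0.0343, and 0.204 and 0.297 with an estimated correlation), but not in low-LET HCC (adjusted p = 0.102). Of 16 Hippo-YAP genes, 2, 4 and 6 rose and none fell (adjusted p = 0.0259, 0.00377 and 2.81e-05, and 0.123, 0.0500 and 0.0051 with an estimated correlation). Ccn2, a matricellular target of YAP, rose by 1.29, 1.33 and 1.55 log2 and the receptor kinase Axl by 0.93, 0.67 and 1.00. Of 16 hepatic Wnt targets, 1 fell in high-LET, 5 in low-LET and 4 in spontaneous HCC and none rose (adjusted p = 0.0029, 2.87e-06 and 0.00384, and 0.348, 0.195 and 0.518 with an estimated correlation). Of 11 glycolysis genes, 2 rose in high-LET HCC (7 when adjusted over the list alone), Pfkp at 1.01 log2 being one, none in low-LET HCC, and in spontaneous HCC Pfkl and Aldoa rose by 1.12 and 1.13 and Pgam1 stood at −0.65. The glycolysis shift passed in high-LET and low-LET HCC (adjusted p = 7.44e-05 and 0.0247, and 0.164 and 0.392 with an estimated correlation). With BeadChip as a block, shifts in high-LET HCC no longer passed for the urea cycle (adjusted p = 0.206), fatty acid oxidation (0.103), Hippo-YAP genes (0.0694) and Wnt targets (0.0698), nor did glycolysis in low-LET HCC (0.158) or fatty acid oxidation and Wnt targets in spontaneous HCC (0.128 and 0.181).

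Among stress responses and other cell types, the p53 targets Phlda3 and Cdkn1a rose in each kind of HCC, Phlda3 by 0.79 log2 in high-LET, 1.57 in low-LET and 0.98 in spontaneous HCC, and their list of 18 passed in low-LET HCC alone of the 3 (adjusted p = 0.0864, 0.0223 and 0.19; 0.195 with an estimated correlation in low-LET HCC). Trib3 and Xbp1 of the unfolded protein response rose by 1.47, 2.10 and 2.66 log2 and by 0.67, 0.93 and 0.83, without a shift of their list (adjusted p = 0.28, 0.16 and 0.3). Of 21 markers of stellate cells, fibroblasts and matrix, 3 rose in high-LET HCC, 3 rose and 1 fell in low-LET HCC and 1 rose and 1 fell in spontaneous HCC, and the list shifted in high-LET HCC (adjusted p = 0.00664, 0.287 with an estimated correlation and 0.0944 with BeadChip as a block). The matrix protein Sparc rose by 1.47, 2.92 and 3.32 log2 and was lower in high-LET than in the other HCC, at −1.68 (adjusted p = 0.013). Krt23, a keratin of the ductal and progenitor list, rose by 2.77 in low-LET and 3.69 in spontaneous HCC and was also lower in high-LET than in the other HCC, at −1.79. The endothelial marker Pecam1 rose by 0.63 in high-LET HCC, and the endothelial list of 12 did not shift in any kind (smallest adjusted p = 0.139). Alas2, which starts heme synthesis in red cell precursors, changed by −1.78, −1.61 and −2.47. The 12 hepatocyte markers as a list did not shift (adjusted p = 0.409, 0.684 and 0.522).

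Chance can be excluded for the counts of called probes against sham livers in high-LET HCC (3056, highest other split 2169), low-LET HCC (3406, highest other 445) and spontaneous HCC (4251, highest other 902), each alone in reaching the count among the splits run, which were 100 of 1716 possible, all 84, and 100 of 210. The same holds for high-LET and low-LET HCC against their own non-HCC livers (3653, highest other 1633 in 100 of 19448 splits, and 2976, highest other 431 in all 35) and for the mean F ratio of HCC (6.52, highest other 1.62 in 100 label sets). With 35 splits, 1 in 35 is the smallest share that low-LET HCC against low-LET non-HCC livers can give, so the exclusion is weak there. For high-LET against the other HCC chance is excluded less firmly: 3 of 100 splits run (of 1716), the real one included, reached 1579, a share under 0.05, and 2 others called more than the real one, 1842 in the highest. In non-HCC livers against sham livers, where limma called 0 for high-LET (1505 at an unadjusted p under 0.05) and 0 for low-LET radiation (1495, and 6 called with array weights), the splits decide nothing, because any split reaches a count of 0 (100 of 100 in each, and 1 in the highest other).

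A weaker change over called tumor probes, in at least part of the high-LET HCC, may underlie much of their difference from other HCC, a hypothesis. Over the 2976 probes called in low-LET HCC against low-LET non-HCC livers, the slope of the high-LET change on the spontaneous change was 0.578, under the bound of 0.8 set for this test, and it was 0.516 to 0.653 with 1 high-LET HCC left out. Over the 3653 probes called in high-LET HCC against high-LET non-HCC livers the slope was 0.669 for high-LET and 0.847 for low-LET HCC. Liver mixed with a tumor of its own profile, which stays open for 3 high-LET HCC, would lower this slope too. It cannot be told apart from a weaker tumor change. The rise was uneven among the high-LET HCC. Over 132 probes that rise strongly in the other HCC, the median share of the rise was 0.25% to 3.10% in these 3. In the rest of the high-LET HCC it was 49.7% to 91.5%. Leaving out 1 tumor at a time cannot show how far these 3 set the slope.

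High Igf2 may belong to spontaneous rather than radiation-induced HCC, also a hypothesis. It stood at least 4-fold above the sham mean in 3 of 4 spontaneous and 0 of 10 irradiated HCC (Fisher's exact test, two-sided p = 0.011). The test and its 4-fold bound were set once these values had been seen, so the p restates the pattern and is no independent support for it.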
